# Epigenetics and Sex-Specific Fitness: An Experimental Test Using Male-Limited Evolution in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0070493

**Published:** 2013-07-29

**Authors:** Jessica K. Abbott, Paolo Innocenti, Adam K. Chippindale, Edward H. Morrow

## Abstract

When males and females have different fitness optima for the same trait but share loci, intralocus sexual conflict is likely to occur. Epigenetic mechanisms such as genomic imprinting (in which expression is altered according to parent-of-origin) and sex-specific maternal effects have been suggested as ways by which this conflict can be resolved. However these ideas have not yet been empirically tested. We designed an experimental evolution protocol in *Drosophila melanogaster* that enabled us to look for epigenetic effects on the X-chromosome–a hotspot for sexually antagonistic loci. We used special compound-X females to enforce father-to-son transmission of the X-chromosome for many generations, and compared fitness and gene expression levels between Control males, males with a Control X-chromosome that had undergone one generation of father-son transmission, and males with an X-chromosome that had undergone many generations of father-son transmission. Fitness differences were dramatic, with experimentally-evolved males approximately 20% greater than controls, and with males inheriting a non-evolved X from their father about 20% lower than controls. These data are consistent with both strong intralocus sexual conflict and misimprinting of the X-chromosome under paternal inheritance. However, expression differences suggested that reduced fitness under paternal X inheritance was largely due to deleterious maternal effects. Our data confirm the sexually-antagonistic nature of Drosophila’s X-chromosome and suggest that the response to male-limited X-chromosome evolution entails compensatory evolution for maternal effects, and perhaps modification of other epigenetic effects via coevolution of the sex chromosomes.

## Introduction

The ubiquity of sexual dimorphism reveals that divergent selection on males versus females is very widespread. However, because most of the genome is shared between the sexes, intersexual genetic correlations can potentially impose constraints on the evolution of dimorphism. Sexually antagonistic alleles are those that are favoured in one sex but cause the other to depart from its sex-specific optimal phenotype, a phenomenon which is known as intralocus sexual conflict [1]. Evidence that intralocus sexual conflict is both common and consequential has accumulated in recent years [2]–[5]. For example, one recent study found that increased testosterone level was favoured in male voles but selected against in female voles, resulting in a negative genetic correlation between the fitness of male and female relatives [6]. Sexually antagonistic selection on expression levels, recently inferred to be widespread in the *Drosophila melanogaster* genome, may be an important mediator of intralocus sexual conflict [7].

Because intralocus sexual conflict results in the displacement of one or both sexes from their phenotypic optimum, it reduces fitness, a phenomenon known as gender load [8], [9]. Selection should therefore work to resolve intralocus sexual conflict and reduce gender load, for example by increasing the degree of sexual dimorphism and thereby bringing each sex closer to its fitness optimum. Several mechanisms by which selection can reduce and eventually eliminate intralocus sexual conflict are recognized, including the evolution of sex-specific modifiers, gene duplication and subsequent divergence, relocation of sexually antagonistic genes to the sex chromosomes, sex-specific maternal effects, and genomic imprinting [3], [10], [11]. Here we will focus on sex-specific maternal effects and genomic imprinting.

Maternal effects could contribute to the resolution of intralocus sexual conflict in at least two ways. Firstly, females could mitigate the negative effects of intralocus sexual conflict in their offspring by sex-specifically provisioning eggs with transcriptional factors that affect gene expression. Secondly, females could invest more in their offspring of a specific sex to reduce intralocus sexual conflict. This could be accomplished either by differential energetic investment in individual eggs or offspring, or by biasing the sex ratio based upon mate quality; when mated to a high quality male a female should produce male-biased broods, but when mated to a low-quality male a female should produce female-biased broods. To date there are however relatively few examples of these processes. Maternal (and paternal) effects are known to influence offspring fitness in *Drosophila* [12], [13], and egg provisioning is a possible (but as yet unconfirmed) explanation for this observation [14]. Selective investment in offspring to reduce intralocus sexual conflict has been shown in lizards [15], [16], red deer [17], barn owls [18], flour beetles [19], and *Drosophila* [20], [21]. Adaptive maternal effects therefore clearly have the potential to mitigate intralocus sexual conflict, but their relative importance is unknown.

Genomic imprinting occurs when gene expression levels are modified according to parent-of-origin [22]. The most common explanation for this phenomenon (although not the only one, e.g. [23]) is the parental conflict hypothesis [24], which states that because of an imbalance in the investment in offspring, paternally inherited genes should try to maximize maternal investment in the current reproductive episode, while maternally inherited genes should try to equalize investment across all reproductive episodes, all else being equal [25]–[27]. However genomic imprinting could also contribute to the resolution of intralocus sexual conflict if parents can imprint genes according to offspring sex [28]. For example, a successful male should have an excess of alleles that are beneficial to males but detrimental to females. Since it is the sperm genotype that determines offspring sex in XY systems, males should therefore imprint their genome such that male-benefit alleles at sexually antagonistic autosomal or X-linked loci should be turned “on” in Y-bearing sperm, but turned “off” in X-bearing sperm. Although there has been some theoretical treatment of this issue to date [28], [29], there is relatively little empirical data on the contribution of imprinting to the resolution of intralocus sexual conflict. The fruit fly *Drosophila melanogaster* is known both to experience substantial intralocus sexual conflict (at least in some laboratory populations) [1], [7], [8], [30], [31] and to exhibit genomic imprinting at certain loci [32]–[36]. However the contribution of genomic imprinting to the resolution of intralocus sexual conflict has, to our knowledge, never been empirically tested.

The imprinting mechanism found in *D. melanogaster* has little in common with that found in plants and mammals. Plants and mammals imprint genes via selective methylation of specific loci, resulting in decreased expression of the methylated genes [26]. In contrast, *Drosophila* imprint genes based on their proximity to heterochromatic chromosomal regions (i.e. regions with densely packed DNA [32]). This is also known as position-effect variegation, and has mainly been investigated by translocating phenotypic markers to locations in or near heterochromatic regions, and then measuring parent-of-origin effects on phenotypic expression [34], [37]. It has generally been assumed that imprinting in *Drosophila* is of no adaptive significance, since this would require non-random location of imprinted genes relative to heterochromatic regions [32]. Evolution of sex-specific expression via chromosomal relocation is however a well-known phenomenon [11], [38], [39]. This suggests that imprinting of sexually antagonistic loci via their relocation close to or away from heterochromatic regions should theoretically be possible. It is also likely that populations will harbor standing genetic variation in imprinting patterns, since new evidence suggests that variation in imprinting patterns can arise via mutation in as little as 550 generations in *Drosophila* [40]. In addition, artificial insertion of phenotypic markers of large effect may not be particularly informative about the importance of imprinting to naturally-occurring phenotypic variation, since the direction and magnitude of the effect is marker-dependent, even for insertions into the same chromosomal region [34].

The X-chromosome determines sex in *Drosophila* (via the ratio of X-chromosomes to autosomes) and is known to be enriched for sexually antagonistic genetic variation [7], [38], [39], [41], so it seems a likely candidate for genomic imprinting. We developed an experimental evolution protocol to investigate the contribution of sexually antagonistic genetic variation on the X-chromosome to male fitness in *Drosophila*. We employed male-limited X-chromosome (MLX) evolution, in which a chromosomal aberration in females enforces father-son transmission of X-chromosomes (see Methods), reversing the normal pattern of inheritance for the sex chromosomes. Two main objectives with this experimental protocol were to quantify the relative contribution of the X-chromosome to the increase in male fitness seen in a previous whole-genome male-limited evolution experiment [8], [30], and to identify which genes changed in expression level as a result of the MLX evolution. A presentation of these results, which will deal with sexually antagonistic effects in individuals of both sexes, is currently in preparation. A third important objective (and our focus in this paper) was to determine whether epigenetic effects on the X-chromosome affect male fitness in this species, and whether these epigenetic effects can evolve on short time scales. Although we were specifically interested in imprinting effects, our data was also suitable for investigating the influence of maternal effects on male fitness, allowing us the opportunity to study the importance of several types of epigenetic effect.

If imprinting of the X occurs, we predict that father-son X-transmission will be detrimental to sons, and selection will operate against such epigenetic feminization. Similarly, if adaptive evolution of maternal effects is important in the resolution of intralocus sexual conflict, then we expect that male-benefit maternal effects should be enhanced and male-detriment maternal effects suppressed in our experimental populations. We found that one generation of father-son transmission of the X-chromosome resulted in markedly decreased male fitness, which was more than recovered after 40 generations of adaptation to father-son transmission; by this point, MLX-evolved males had substantially higher fitness than control males, even those with conventional (maternal) inheritance of their X-chromosome. These results are consistent with the evolution of epigenetic modifiers, X-chromosome adaptation to maternal effects, and the existence of strong X-linked sexual antagonism.

## Methods

See Table 1 for list of abbreviations.

**Table 1:** List of abbreviations used in this paper.

Abbreviation	Description
C	Control treatment
CDX	Treatment to detect epigenetic effects; males with a Control X-chromosome that have been produced by DX females
DX	Females with a double X-chromosome (i.e. two X-chromosomes attached at the centromere)
GO	Gene Ontology database
LHm	The outbred laboratory stock used in these experiments
MLX	Male-limited X-chromosome evolution treatment (and males derived from this treatment)
RB	Recombination box; accessory population to MLX populations allowing recombination between X-chromosomes
SA	Sexually antagonistic, here used in the context of sexually antagonistic zygotic drive

### Fly Stocks

All populations were derived from the LHm stock [42], and were maintained using the same general culturing protocol. LHm flies are maintained at 25°C on a 12–12 light-dark cycle, at 50% relative humidity, and fed with cornmeal-molasses-yeast medium. Eggs are laid on day 1, adult flies eclose on day 9 or 10, are mixed between vials on day 12, and 16 pairs per vial are randomly selected to produce the next generation. Males and females interact for 48 hours in vials supplemented with 6 mg of live yeast, and then are transferred to new (yeastless) vials for oviposition; females are given an 18 hour window in which to lay eggs. At the end of this period all adult flies are discarded (new day 1). The 48 hour period with controlled density of 16 pairs ensures that all adult flies experience the same conditions while competing for matings (males) or yeast (females). Once egg laying is completed, vials are trimmed to 150±10 eggs in order to keep larval densities constant. A total of 56 vials are maintained (1 792 breeding adults and about 8 000 juveniles).

### MLX Experimental Protocol

Male-limited X-chromosome evolution is made possible in *D. melanogaster* by the use of compound X (i.e. “double X” or DX) females, which have two X-chromosomes that are linked at the centromere (*C(1)DX, y, f*), and carry a random Y-chromosome (and autosomes) from the LHm population. When wildtype males mate with females of this karyotype, X-bearing sperm fertilize Y-bearing eggs, creating father-son transmission of the X, but leaving transmission of the autosomes unaffected (Figure 1). Prior to beginning the experiment, the population of DX females used in setting up the experimental populations was backcrossed to the LHm base stock for 6 generations (enough to ensure that their autosomal genetic material was >98% identical to the base stock). Three replicate MLX populations were each started by taking 480 males from the LHm stock population, and then mating them to an equal number of backcrossed DX females (total population size = 960). Populations were subsequently reduced to a total population size of 640 for logistical reasons, and kept in that state until the end of the experiment. Closed replicate Control (C) populations of the same population size were also created and maintained alongside the MLX populations. Since all populations were started simultaneously, populations within the same treatment should be no more or less related to each other than populations from different treatments.

**Figure 1:**
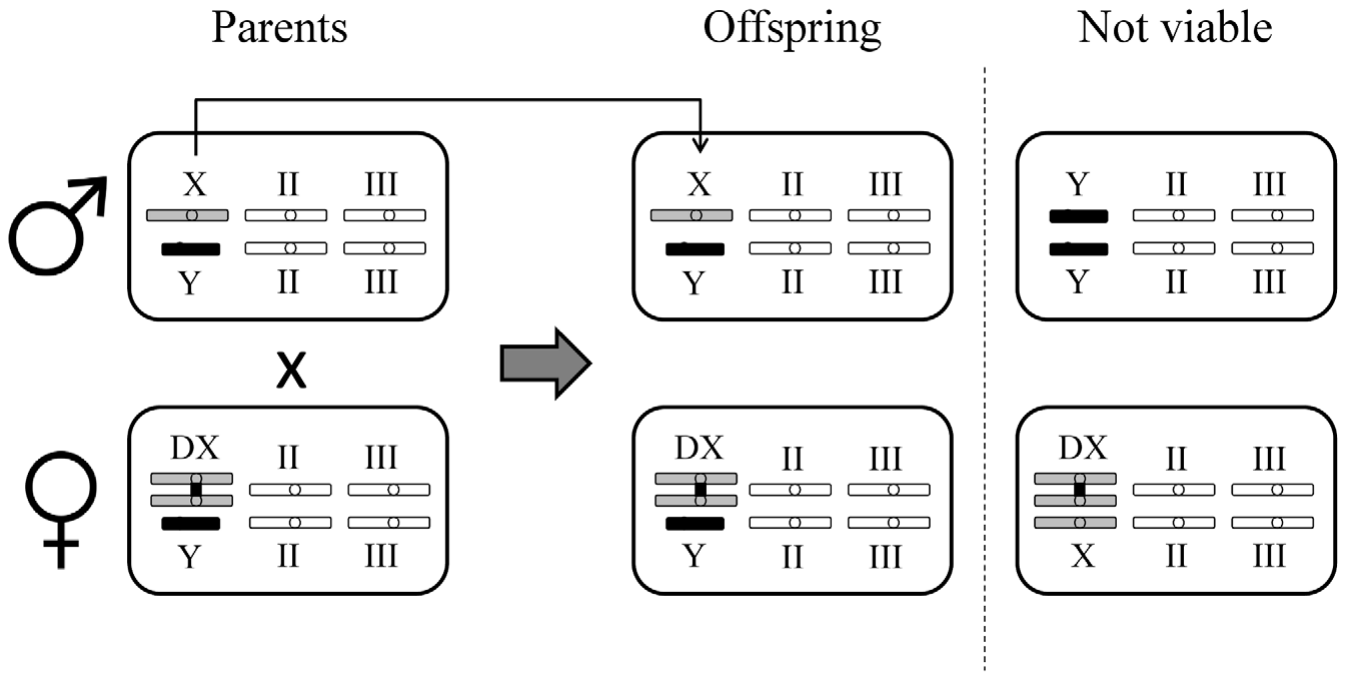
MLX evolution protocol. Males are mated to females with a double X-chromosome (DX), which forces father-son transmission of the X-chromosome, and produces wildtype males with a paternally inherited X-chromosome and a maternally inherited Y-chromosome. New DX females with a paternally inherited Y-chromosome are also produced. Triple-X and double-Y individuals are not viable.

In order to prevent hitchhiking of deleterious alleles via clonal selection, we also simultaneously started a “recombination box” treatment for each replicate MLX population [8]. Each recombination box (RB) initially included 48 LHm individuals of each sex (i.e. 10% of the MLX population size) which is enough to override any effects of genetic hitchhiking of deleterious alleles [43]. The RB population size was later reduced to 32 individuals of each sex, in order to keep it proportional to the reduced main population size. In each generation 32 new males for the RB were randomly selected from the MLX experimental populations and combined with 32 (non-virgin) RB females on day 12, while 32 RB males were added back to the main MLX population. This ensures a constant inflow of new X-chromosomes to the recombination box, and outflow of recombined X-chromosomes back into the main MLX populations (Figure S1 in File S1).

### Fitness Protocols

After 40 generations of experimental evolution, we measured male fitness using a standard eye-marker protocol (e.g. [30]). A vigorous LHm-derived population with a recessive brown eye-colour marker (*bw^1^*) is used as competitors to the target (red-eyed) populations. On day 12 from egg, 4 target males are combined with 12 brown-eyed males and 16 (non-virgin) brown-eyed females. They are allowed to interact for 48 hours, during which the target males compete for matings with the brown-eyed males. Females are then transferred to individual test tubes for 18 hours to lay eggs, after which they are discarded. Male fitness is measured as the proportion of adult offspring sired when in competition for matings with the competitor males, and because target males within the same vial are not independent, one vial represents one sample. Fitness was compared between three groups: Control (C) males, MLX males, and males that were the offspring of a Control male and a DX female (CDX; see Figure S2 in File S1). The aim of this design was to test whether father-son transmission of the X results in a reduction in male fitness, and whether this reduction can be recovered as a result of MLX evolution. In order to avoid pseudoreplication, statistical analysis (one-way anova in R [44]) was carried out using population means, which were based on a sample size of 20 vials each. We also tested for offspring sex ratio differences by mating males of all three treatments to Control females and recording the adult offspring sex ratios (see Figure S2 in file S1). Statistical analysis was carried out in the same way as for fitness, except that the sex ratio values were first arcsine square-root transformed.

### Gene Expression Analysis

Gene expression data was collected after 50 generations of experimental evolution. RNA for gene expression analysis was extracted using Trizol (Invitrogen) and purified with an RNeasy Mini Kit (Qiagen). Sample size was 6 independent groups of 8 male flies per treatment; these 6 groups represent 2 replicates from each of the three replicate experimental populations (for a total of 18 arrays and 144 flies). RNA quantity and quality was assessed using an Agilent Bioanalyzer (Agilent Technologies) prior to sample preparation and hybridisation at the Uppsala Array Platform (following the manufacturer's instructions for GeneChip Drosophila Genome 2.0 Affymetrix microarrays).

Analysis of gene expression data was carried out in BioConductor 2.4 (http://www.bioconductor.org). Microarray data were pre-processed using Robust Multichip Average (RMA) in the “affy” package [45]. Significant differences in gene expression levels between treatments were tested using a model that included Treatment as a fixed factor and Population as a random factor nested within Treatment, with a false discovery rate of 0.05. Transcripts that differed in expression between treatments could be classified into 6 different categories (see Figure 2 for a graphical representation):

**Figure 2:**
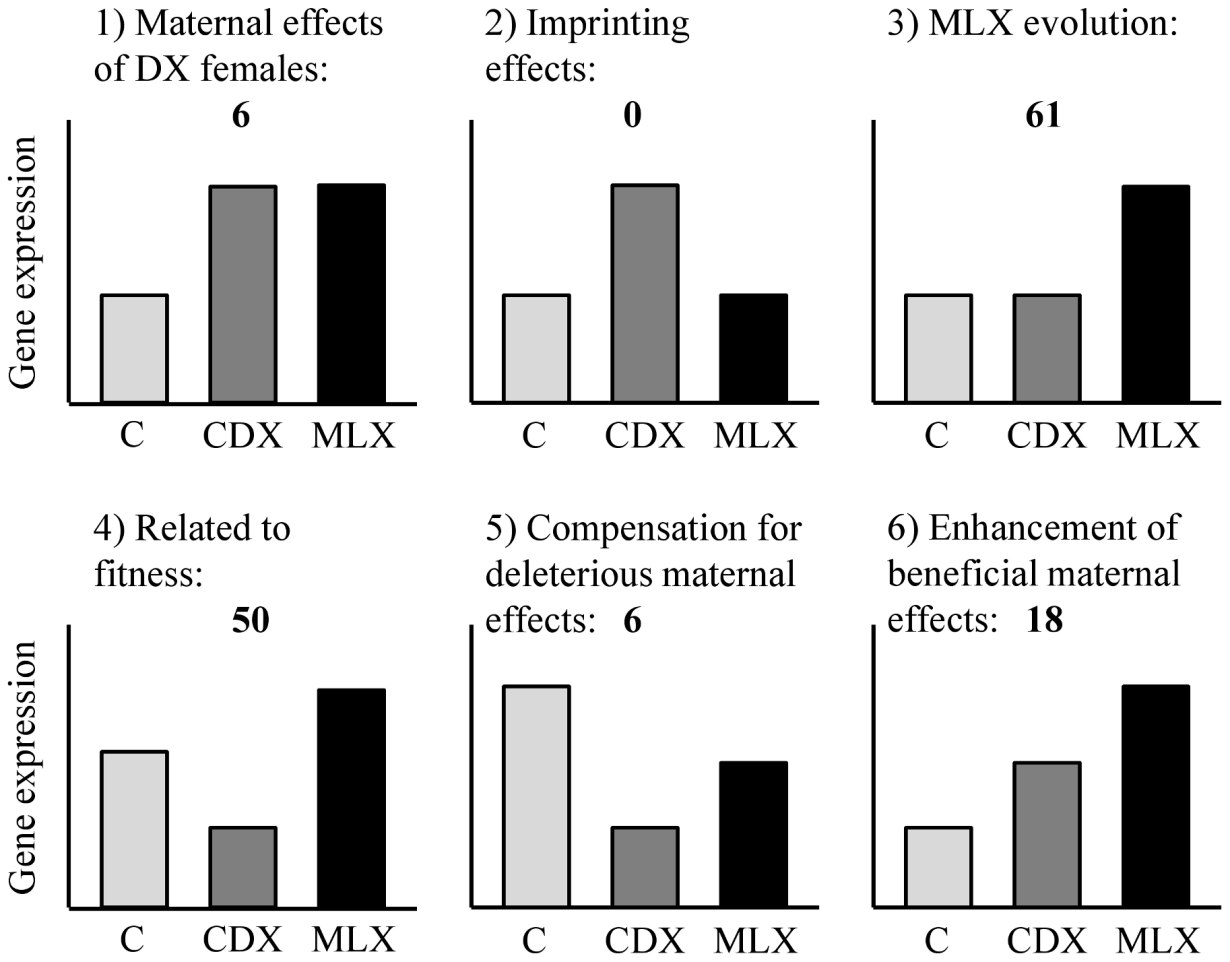
Graphical representation of transcript categories, and numbers of transcripts found in each category. Compare category 4 with Figure 3 (fitness results) and Figure S3 in file S1 (sex ratio results).

1. Transcripts that are up- or down-regulated in CDX and MLX relative to Controls. This should represent maternal effects of the DX females, since CDX and MLX males both come from DX mothers.
2. Transcripts that are up- or down-regulated in CDX but with no difference between Control and MLX. This should presumably represent an effect of feminization of the X via imprinting. Since the X-chromosome is usually inherited from father to daughter, fathers should imprint their X-chromosome to increase female fitness. CDX males are therefore expected to have feminized X-chromosomes since there has been no opportunity to adapt to father-son transmission of the X-chromosome in this treatment. In contrast, MLX males have had the chance to adapt to father-son transmission of the X-chromosome and are therefore expected to have evolved normal expression levels for most transcripts, either via compensatory evolution or via modification of the imprint. Control males have normal transmission of the sex chromosomes, so they should have normal expression levels. Because the fitness-related transcripts (category 4, see below) could potentially also include some imprinted genes, the number of transcripts assigned to the imprinting category should be considered a lower bound for the total number of X-linked imprinted genes.
3. Transcripts that are up- or down-regulated in MLX but with no difference between Control and CDX. This should represent the changes that have occurred as a result of MLX evolution.
4. Transcripts with up- or down-regulation in the order CDX-C-MLX should represent fitness-related transcripts. For this group it is not possible to determine whether this pattern is due to evolution of the imprint, or due to detrimental maternal effects in the CDX males which are then cancelled out in MLX males via compensatory evolution.
5. Transcripts with up- or down-regulation in the order CDX-MLX-C should represent deleterious maternal effects of the DX females that are accommodated or reduced via adaptation to the maternal genetic environment. This category could potentially also include deleterious effects that are a result of maternal imprinting.
6. Transcripts with up- or down-regulation in the order C-CDX-MLX should represent beneficial maternal effects of the DX females that are enhanced via adaptation to the maternal genetic environment. This category could potentially also include beneficial effects that are a result of maternal imprinting.

Not all categories are unambiguous, so a Venn diagram showing the pattern of significant pairwise comparisons between the three treatments and their relationship to the six categories discussed here can be found in the (Figure S3 in file S1).

The Gene Ontology database (GO) includes data on gene function, arranged into hierarchical categories, so transcripts from sufficiently numerous categories were tested for overrepresentation of GO categories. We also tested chromosomal distribution, tissue-specificity, and association with sex-specific fitness and sexual antagonism, as measured in a previous study of the LHm population [7]. Overrepresentation of GO categories was analysed using hypergeometric testing (“hyperGTest” in R). Chromosomal distribution was tested using a χ^2^ test (“chisq.test” in R). Tissue specificity was measured in the same manner as in a previous expression analysis of the LHm population [7]. Briefly, tissue-specific transcripts (i.e. with two-fold higher expression than in the whole fly) were identified from the Gene Expression Omnibus, accession number GSE7763, and then overabundance of genes of interest in a target tissue was determined by carrying out a one-tailed Fisher's exact test (“fisher.test” in R) on the observed and expected tissue-specific genes of interest, compared to the overall number of tissue-specific genes in each tissue. Significance values were Bonferroni-corrected for testing on multiple tissues (*n* = 17). Association with sex-specific fitness and sexual antagonism was analysed using two-tailed mean-rank gene set enrichment (MR-GSE) tests. For all transcripts in [7], the association between expression level and sex-specific fitness was measured using a regression model. Those transcripts with a significant interaction term were additionally classified as sexually antagonistic (i.e. there is overlap between the sex-specific fitness classes and the sexually antagonistic class). The MR-GSE test uses the previously acquired data to rank all transcripts in terms of their association with male fitness, female fitness, or sexual antagonism, and then determines where our sets of significant transcripts fall in relation to this ranking. If our set of transcripts has a higher mean ranking in e.g. the male fitness list than would be expected by chance, this is evidence of a significant association.

If the X-chromosome can be imprinted, paternal X-chromosomes destined to reside in daughters should be modified to have feminized expression levels, as discussed above. We therefore also tested whether X-linked transcripts tended to be feminized in CDX males using a χ^2^ test (“chisq.test” in R). That is, whether the difference in expression between CDX males and Control males was in the same direction as the difference in expression between females and males more often than expected by chance. We did not include the MLX males in this analysis because it is only possible to directly identify imprinting effects in the CDX group. The CDX males have Control-derived X-chromosomes, and can therefore only have X-linked expression levels which differ from the Controls as a result of epigenetic effects. In contrast, the MLX males have X-chromosomes that have undergone evolution and these X-chromosomes are likely to be different from the Control X-chromosomes. This means that for the MLX males, we cannot distinguish between expression differences as a result of evolution of the imprint, and those resulting from recombination and fixation of sexually antagonistic loci. For the feminization analysis we considered all X-linked transcripts in order to see if there was any overall pattern, apart from the effects of individually significant transcripts. For the sake of comparison, the same analysis was carried out for all autosomal transcripts as well.

## Results

We expected that CDX males would have decreased fitness due to epigenetic feminization of the X-chromosome and/or deleterious maternal effects, but that this effect would be cancelled out in MLX males as a result of male-limited evolution. We therefore predicted that MLX males would have the highest fitness, Control males have intermediate fitness, and CDX males would have the lowest fitness. Our results were consistent with this prediction (F_2, 6_ = 7.666, *P* = 0.0223; Figure 3). There was also a similar effect of treatment on sex ratio (F_2, 6_ = 9.757, *P* = 0.013; Figure S4 in file S1), such that MLX males produced significantly more surviving adult male offspring than CDX males did. Note that this pattern cannot be a result of direct effects of the X-chromosome since the sons have a maternally inherited Control X-chromosome (Figure S2 in file S1), so it suggests the existence of other epigenetic effects on fitness.

**Figure 3:**
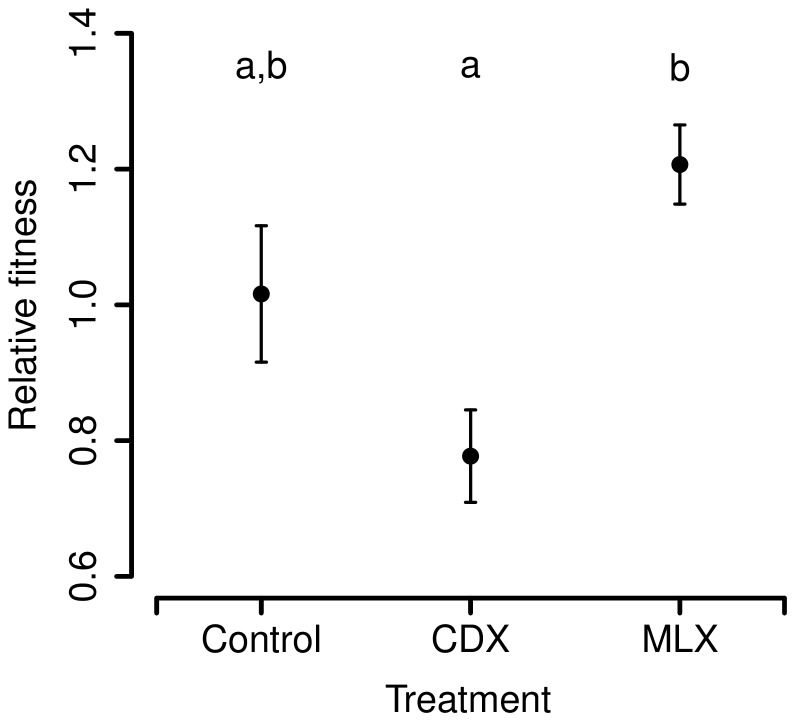
Fitness differences between the treatments. MLX males have higher fitness than CDX males (i.e. males with a paternally transmitted X-chromosome, produced by crossing a Control male to a DX female). Fitness was measured as the proportion of adult offspring sired when in competition for matings with marked competitor males. Error bars denote SE.

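RNA of adult males from 3 treatments was measured after 50 generations. Control males have the usual inheritance of the X from the mother. CDX males are sons of a Control father and a female with a compound double X (DX), and so carry their father's X. Their Y comes from the mother, and by the paper it could evolve in male-limited X populations. MLX males come from populations in which the X passed from father to son in the main population, while some males from recombination boxes, where the X also passes through females, were added back in each generation. Each treatment had 6 arrays, 2 from each of 3 populations, on the Affymetrix GeneChip Drosophila Genome 2.0. The paper gives 8 males per array and 144 flies in all, whereas the labels of the deposited arrays give 1 male per array. The deposited values are log2 expression after RMA by the authors, from 2.64 to 15.33, with array medians between 6.97 and 7.08. Of 18952 probe sets, 183 are Affymetrix controls, and the other 18769 were tested. A single gene was named for 13647 of these, covering 11982 genes, while 402 matched several genes and 4720 matched none. Treatment was fitted as a fixed factor in limma with the 9 populations as a random block, the estimated correlation between the arrays of a population being 0.192. Adjustment by Benjamini-Hochberg was made within each of the 3 comparisons. Signal at the 3' end exceeded that at the 5' end of the Affymetrix control transcripts by a mean log2 difference of 1.49 ± 0.09 (SD, n = 6 arrays) in Control, 1.48 ± 0.09 in CDX and 1.38 ± 0.10 in MLX males. The difference between MLX and Control had an exact permutation p of 0.0563, that between MLX and CDX one of 0.0931 and that between CDX and Control one of 0.905 (two-sided, over arrays). Among the single control transcripts, without adjustment, GAPDH was at -0.133 for MLX minus Control (exact permutation p = 0.0411) and 18S rRNA at -0.282 for MLX minus CDX (exact permutation p = 0.026). The number of arrays limits the precision of all values.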

Although the fitness results were consistent with a potential imprinting effect, we needed to investigate differences in patterns of gene expression between the experimental treatments (Figure 2) in order to be able to suggest possible mechanisms. A total of 141 transcripts were found to differ between at least two of the treatments (Figure S3 in file S1). 

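The transcripts of Lsp2, CG34251, CG3603 and CG17177 stood apart between treatments, and none of them passed the test after adjustment. Lsp2, a storage protein of the haemolymph, had a mean log2 expression of 11.39 ± 0.73 (SD, n = 6 arrays) in Control, 10.93 ± 0.38 in CDX and 9.66 ± 0.65 in MLX males. The difference between MLX and Control was -1.73 (standard error 0.32, adjusted p = 0.223 from limma). CG34251 stood at 5.77 ± 0.48 in Control, 6.74 ± 0.41 in CDX and 7.08 ± 0.35 in MLX males, a difference of 1.31 (standard error 0.24, adjusted p = 0.223) between MLX and Control. CG3603, an X-linked gene, had 9.09 ± 0.09, 8.97 ± 0.18 and 9.47 ± 0.14 in the same order, a difference of 0.50 (standard error 0.09, adjusted p = 0.353) between MLX and CDX. CG17177 had 5.56 ± 0.65, 5.80 ± 0.72 and 3.96 ± 0.97, with 1 CDX array, 2-1, apart from the others at 4.41. The number of transcripts at an adjusted p under 0.05 was 0 for CDX against Control, 0 for MLX against Control and 0 for MLX against CDX. At an unadjusted p under 0.05 from limma there were 560, 787 and 490 transcripts, where 938 would be given by chance in each comparison. Means of the 2 arrays of a population gave 539, 737 and 510 transcripts at that unadjusted p, a mixed model per transcript gave 447, 595 and 434, and arrays taken as independent gave 896, 1199 and 809. Population means and the mixed model also gave 0 transcripts after adjustment, and independent arrays gave 1, CG3603 between MLX and CDX with an adjusted p of 0.0499. The 3 population means of the treatments did not overlap for 8.25% of transcripts in CDX against Control, 8.51% in MLX against Control and 6.14% in MLX against CDX, where chance gives 10%. Without Control population 3 there were 2 transcripts between MLX and Control, and without MLX population 3 there were 4, Lsp2 among them in both. Without MLX population 1 there was 1 between MLX and CDX. Population as a fixed effect, chosen after the values were seen, leaves only the spread between arrays of a population as error. In that fit Lsp2 and CG34251 passed between MLX and Control (adjusted p = 0.000172 and 0.0149 from limma). CG3603 and CG17177 passed there between MLX and CDX (adjusted p = 0.0395 for each).

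**Figure D1:**
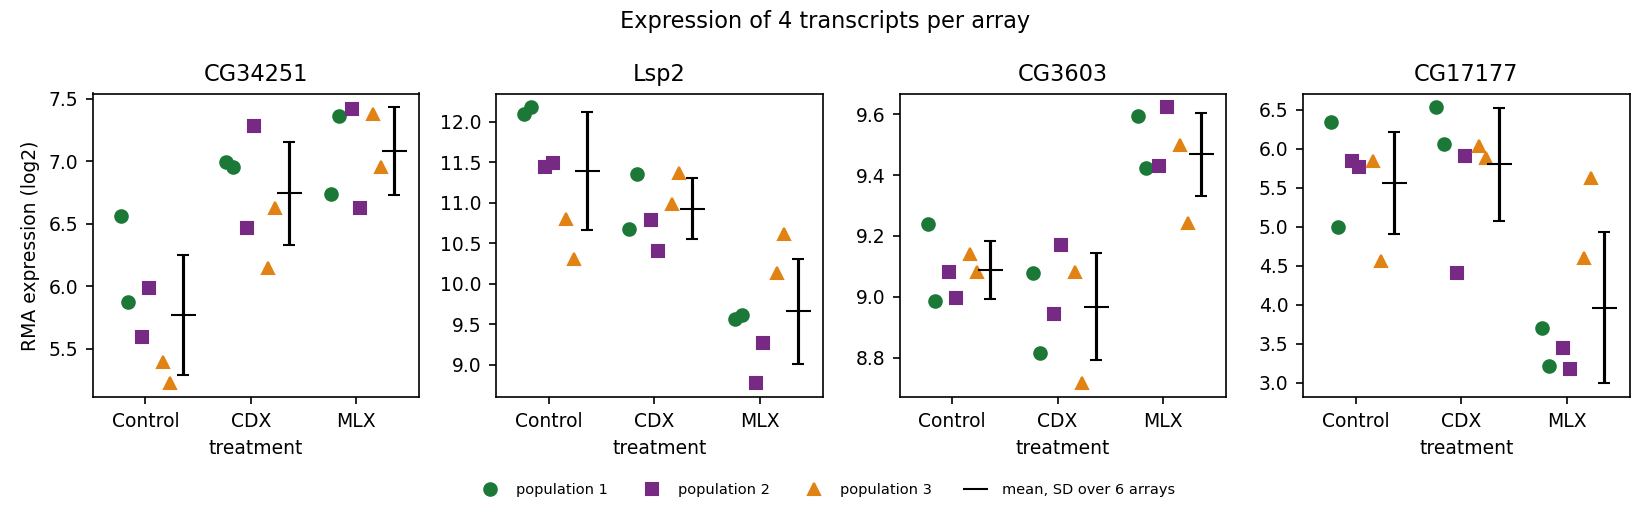
Log2 expression after RMA (vertical axis) of CG34251, Lsp2, CG3603 and CG17177 in each array of the 3 treatments (horizontal axis); symbols stand for the 3 populations of each treatment and bars for the mean and SD over 6 arrays. The mean of Lsp2 is 9.66 in MLX and 11.39 in Control males.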

CDX males had no transcripts with a pattern of expression that was unique to the treatment (i.e. category 2 in Figure 2), suggesting that imprinting is not likely to be responsible for the decrease in fitness in this group. 

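No transcript set CDX males apart from both Control and MLX males at an adjusted p under 0.05 from limma, so that category 2 held 0 transcripts. At an unadjusted p under 0.01, a threshold chosen after the values were seen, 6 transcripts had this pattern, and each had its highest mean in CDX males. Ugt37A3, of the UDP-glycosyltransferase family, had a log2 expression of 6.38 ± 0.16 (SD, n = 6 arrays) in Control, 6.73 ± 0.23 in CDX and 6.37 ± 0.08 in MLX males. CG13056 had 5.87 ± 0.12, 6.13 ± 0.14 and 5.91 ± 0.12 in the same order. CG16898 had 7.89 ± 0.29, 8.27 ± 0.22 and 7.81 ± 0.17, with Control array 2-2 apart from the others at 8.47. The other 3 probe sets matched no single gene. None of the 3 named genes lies on the X. For all 6 transcripts the adjusted p was 1 in the comparison of CDX with Control and also in that of MLX with CDX. Population means, the mixed model per transcript and independent arrays also gave 0 transcripts in this category. A transcript must pass in exactly 2 comparisons to enter it, and at most 1 transcript passed in any of these fits, in 1 comparison. The 0 was thus fixed by the lack of calls and is no evidence on imprinting. The paper reasons that fathers should imprint the X in favour of daughters, so that sons which inherit it from the father would show expression of their own in CDX males alone. From the lack of such transcripts the paper proposes that imprinting is not likely to lie behind the lower fitness of CDX males. It also rests this on the lack of feminized X-linked expression and on offspring sex ratios, and holds the conclusion tentative.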

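Transcripts in which CDX and MLX males, both sons of DX mothers, stood apart from Control males included those of CG13947, be and Sox100B, and none of these passed the test. CG13947 had a log2 expression of 12.29 ± 0.17 (SD, n = 6 arrays) in Control, 11.64 ± 0.35 in CDX and 11.59 ± 0.31 in MLX males. The X-linked gene be had 5.89 ± 0.43, 5.30 ± 0.22 and 5.18 ± 0.35 in the same order. Sox100B, a transcription factor with a function in testis development, had 4.98 ± 0.08, 5.28 ± 0.15 and 5.32 ± 0.19, with MLX array 2-1 apart from the others at 5.69. Obp56h, an odorant binding protein, had 7.17 ± 0.35 in Control, 7.64 ± 0.37 in CDX and 8.03 ± 0.54 in MLX males, and gro, which encodes the corepressor Groucho, had 7.56 ± 0.38, 7.25 ± 0.07 and 6.92 ± 0.23. CG13482 had 9.34 ± 0.26, 10.17 ± 0.46 and 9.86 ± 0.48, the highest mean being in CDX males. At an adjusted p under 0.05 from limma, category 1 (CDX and MLX apart from Control), category 5 (order CDX, MLX, Control) and category 6 (order Control, CDX, MLX) held 0 transcripts each. At an unadjusted p under 0.01, chosen after the values were seen, they held 16, 56 and 138. At that threshold chance gives 188 transcripts in each comparison, and 78 were found between CDX and Control, 174 between MLX and Control and 85 between MLX and CDX. Category 6 held 2 transcripts without Control population 3, gro and Lsp2, and 4 without MLX population 3.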

A likely alternative explanation is maternal effects, since a total of 30 transcripts were associated with various types of maternal effects (categories 1, 5 and 6 in Figure 2, see also Figure S3 in file S1). 

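Among the transcripts in which MLX males stood apart from both Control and CDX males was MtnB, a metallothionein that binds metal ions. Its log2 expression was 8.33 ± 0.34 (SD, n = 6 arrays) in Control, 8.31 ± 0.36 in CDX and 7.73 ± 0.21 in MLX males. RN-tre had 5.33 ± 0.20, 5.33 ± 0.19 and 5.73 ± 0.17 in the same order, and Ntf-2r had 7.84 ± 0.20, 7.81 ± 0.19 and 8.21 ± 0.18. In the order CDX, Control, MLX stood skd, a subunit of the Mediator complex, with 6.21 ± 0.10 in CDX, 6.40 ± 0.11 in Control and 6.52 ± 0.09 in MLX males. In the same order were rdx, with 5.31 ± 0.10, 5.43 ± 0.09 and 5.55 ± 0.09, and spir, an actin nucleator, with 8.33 ± 0.12, 8.41 ± 0.10 and 8.58 ± 0.11. None of these transcripts passed the test. At an adjusted p under 0.05 from limma, category 3 (MLX apart from Control and CDX) and category 4 (order CDX, Control, MLX) held 0 transcripts each. At an unadjusted p under 0.01, chosen after the values were seen, category 3 held 20 transcripts and category 4 held 59. Category 4 held 1 transcript when arrays were taken as independent and 1 without MLX population 1, an unnamed probe set in the latter case.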

The categories with the highest number of transcripts that had changed in expression were those associated with MLX evolution and with fitness (categories 3 and 4 in Figure 2), and so further results are reported from these categories only.

Overrepresented Gene Ontology (GO) terms for “MLX evolution” transcripts (category 3) included muscle fibre assembly (in biological processes), myofibril, contractile fibre, and extracellular region (in cellular components), and oxidoreductase activity (in molecular functions), which suggests that there has been a change in muscle function and activity in MLX males. 

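Muscle genes were slightly higher in MLX than in CDX males. Of 28 measured genes of muscle and the sarcomere, listed before the data were examined, 25 were higher and 3 lower in MLX, with a median log2 difference of 0.054 over their 48 probe sets. Troponin T (up) had a log2 expression of 10.27 ± 0.11 (SD, n = 6 arrays) in CDX, 10.38 ± 0.10 in Control and 10.49 ± 0.13 in MLX males. The titin-like protein sls had 10.18 ± 0.10 in CDX and 10.32 ± 0.14 in MLX males, and paramyosin (Prm) had 11.46 ± 0.10 and 11.58 ± 0.12. At an unadjusted p under 0.05 from limma, 2 muscle probe sets were higher and 2 lower in MLX than in CDX males. Against Control males, 21 muscle genes were higher and 7 lower in MLX. TpnC4, a troponin C, had 9.66 ± 0.62 in Control and 10.32 ± 0.40 in MLX males, and the flight muscle actin Act88F had 9.56 ± 0.27 and 9.94 ± 0.44. As a set, tested in camera against all other transcripts, the muscle genes had an adjusted p of 0.000328 for MLX against CDX and of 0.0483 for MLX against Control. These became adjusted p = 0.37 and adjusted p = 0.596 with an estimated correlation. The call for MLX against Control was also lost without Control population 2 (adjusted p = 0.283), CDX population 3 (adjusted p = 0.0528), MLX population 1 (adjusted p = 0.29) or MLX population 3 (adjusted p = 0.0582), without the dimmest transcripts (adjusted p = 0.0872) and with median centring (adjusted p = 0.0618), with medians from 0.022 to 0.042 against 0.032 with all arrays. It was lost as well without the 6 arrays with the highest yolk and eggshell mean (0.026, adjusted p = 0.305) and with the 3' minus 5' difference of each array as a covariate (adjusted p = 0.174), where the median was 0.035 while the mean over the probe sets was 0.034 against 0.067, both settings being added after the values were seen. For CDX against Control the muscle genes had an adjusted p of 0.384. All 23 measured genes of oxidative phosphorylation and the citrate cycle, each taken by its probe set with the largest mean, were higher in MLX than in Control males. The median over their 26 probe sets was 0.069 (adjusted p = 0.00248 from camera, and adjusted p = 0.944 with an estimated correlation). A second, dimmer probe set of ATPsynbeta went the other way, at -0.046. COX5B, of cytochrome oxidase, had 12.98 ± 0.10 in Control and 13.09 ± 0.09 in MLX males. The median was 0.028 (adjusted p = 0.304) without Control population 3, 0.024 (adjusted p = 0.492) without MLX population 1, and -0.001 (adjusted p = 0.936) with the 3' minus 5' difference of each array as a covariate, a setting added after the values were seen. Of 83 cytochrome P450 genes, which encode oxidoreductases, 65 were higher in CDX than in Control males, by a median of 0.065 (adjusted p = 6.72e-06, and adjusted p = 0.37 with an estimated correlation). Cyp6a2 had 10.24 ± 0.17 in Control and 10.55 ± 0.20 in CDX males, and Cyp9b2 had 10.67 ± 0.27 and 11.02 ± 0.24. The median was 0.105 without CDX population 1 and 0.035 (adjusted p = 0.0176) without CDX population 2, and 0.037 (adjusted p = 0.0684) with the yolk and eggshell mean of each array as a covariate, added after the values were seen. Between CDX and MLX males, 54 P450 genes were lower in MLX, by a median of -0.049 (adjusted p = 0.00614, and adjusted p = 0.652 with an estimated correlation), a call that was lost without CDX population 2 (-0.017, adjusted p = 0.584), MLX population 1 (-0.023, adjusted p = 0.0723) or MLX population 3 (-0.04, adjusted p = 0.082) and with the yolk and eggshell covariate (-0.031, adjusted p = 0.0791). Of 16 genes of glycolysis, 11 were higher in MLX than in Control males (adjusted p = 0.856), as were 11 of 16 genes of phenoloxidase and cuticle tanning (adjusted p = 0.384). Within the latter, 1 transcript passed when adjusted over the list alone, that of tan (t), which was lower in MLX than in Control males by a log2 difference of -0.23 (standard error 0.06). No other member of these 5 lists passed, neither over all transcripts nor adjusted over the list alone.

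**Figure D2:**
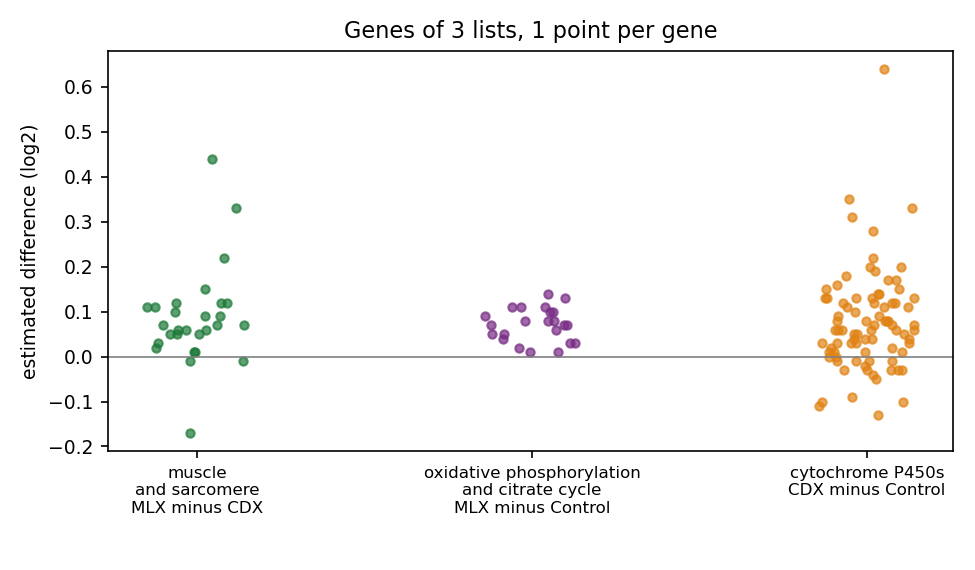
Estimated log2 difference (vertical axis) of each gene of 3 lists, 1 point per gene: muscle genes in MLX minus CDX, genes of oxidative phosphorylation and the citrate cycle in MLX minus Control, and cytochrome P450 genes in CDX minus Control. With each gene taken by its probe set with the largest mean, points above 0 are 25 of 28, 23 of 23 and 65 of 83 genes.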

A full list of GO terms can be found in Table S1 in File S1. There was no evidence of any skew in chromosomal distribution among these transcripts (χ^2^ = 4.7796, df = 3, *P* = 0.1887). 

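Category 3 held 0 transcripts after adjustment, and its distribution over the chromosomes could not be tested. Of the 20 transcripts with this pattern at an unadjusted p under 0.01, 15 were placed on a chromosome. The X held 2, CG3603 and CG3706, where 2.42 would follow from the tested transcripts. Chromosome 2 held 6, among them Ntf-2r, CG1773 and CG9270, with 5.76 by chance. Chromosome 3 held 6, among them MtnB, Lsp2 and CG8036, with 6.73 by chance. Chromosome 4 held 1, fd102C, a forkhead transcription factor, with 0.0909 by chance. The chi-square was 9.26 (simulated chi-square p = 0.0974). This p came from 100000 random draws of transcripts over the chromosomes, which take transcripts as independent and exchange no arrays. Most of the chi-square came from fd102C, as it was 0.115 (simulated chi-square p = 1.0) without chromosome 4. For transcripts taken from a fit with independent arrays it was 10.8 (simulated chi-square p = 0.0245). It was 1.54 (simulated chi-square p = 0.601) with population means and 0.565 (simulated chi-square p = 0.753) without the dimmest transcripts. With the upper 50% by interquartile range of named genes at 1 probe set each it was 0.0766 (simulated chi-square p = 1.0). It was 12.3 (simulated chi-square p = 0.0713) with 1 probe set per gene. With population as a fixed effect, added after the values were seen, it was 0.841 (simulated chi-square p = 0.834). The genes CG3706, CG1773, CG9270, CG8036 and fd102C are named here after their values were seen.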

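Genes of the ejaculatory duct and bulb lay close to each other in the 3 treatments. Of 8 measured genes, 2 were higher and 6 lower in MLX than in Control males (median log2 difference -0.027, adjusted p = 0.553 from camera). The ejaculatory bulb protein Ebp had a log2 expression of 14.72 ± 0.13 (SD, n = 6 arrays) in Control, 14.79 ± 0.04 in CDX and 14.56 ± 0.38 in MLX males. Of 16 genes of phototransduction, which act in the eye, 7 were higher and 9 lower in MLX than in Control males (adjusted p = 0.664). Against CDX males, 5 of them were higher and 11 lower in MLX (adjusted p = 0.824 from camera). The diacylglycerol kinase rdgA, which went against most of the list there, had 8.79 ± 0.06 in CDX and 8.94 ± 0.09 in MLX males. Of 49 odorant and pheromone binding proteins, many of which are made in the antenna, 28 were higher and 21 lower in MLX than in Control males (adjusted p = 0.384). In Obp19d the means were 12.28 ± 0.10 and 12.44 ± 0.08. Of 17 genes of the fat body and haemolymph, tissues of the carcass, 13 were lower in MLX than in Control males (median -0.043, adjusted p = 0.0192, and adjusted p = 0.596 with an estimated correlation) and 15 lower than in CDX males (median -0.11, adjusted p = 0.000279, and adjusted p = 0.37 with an estimated correlation). The iron transporter Tsf1 had 13.21 ± 0.22 in Control, 13.29 ± 0.14 in CDX and 13.05 ± 0.20 in MLX males, and acetyl-CoA carboxylase (ACC) had 12.42 ± 0.12, 12.53 ± 0.09 and 12.39 ± 0.09. Over all transcripts 0 members of these 4 lists passed in any comparison (limma), and adjusted over the list alone 1 was lower in MLX than in Control and 1 in MLX than in CDX males, Lsp2 in both cases. The fat body shift between MLX and CDX was -0.024 (adjusted p = 0.139) without CDX population 2, -0.059 (adjusted p = 0.0232) without MLX population 3 and -0.062 (adjusted p = 0.00149) with the yolk and eggshell mean as a covariate, added after the values were seen. That between MLX and Control was -0.037 (adjusted p = 0.208) without MLX population 3, -0.08 without Control population 3, -0.071 without MLX population 1 and -0.065 without MLX population 2, and in settings added later -0.08 without the 6 arrays high in yolk and eggshell genes and -0.081 with the 3' minus 5' covariate.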

“MLX evolution” transcripts were associated with tissue-specific expression in the ejaculatory duct, head, heart, and carcass. They were also significantly positively associated with male fitness (*P* = 0.0116) and sexual antagonism (*P* = 0.0390), but did not show any relationship with female fitness (*P*>0.3).

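Of 26 measured serine proteases of the gut, 18 were lower and 8 higher in MLX than in Control males. Jon44E, of the Jonah family of digestive enzymes, had a log2 expression of 10.55 ± 0.61 (SD, n = 6 arrays) in Control, 10.38 ± 0.35 in CDX and 9.78 ± 0.40 in MLX males. Jon65Aii had 11.66 ± 0.21, 11.52 ± 0.30 and 11.35 ± 0.17 in the same order, and Jon25Biii had 14.20 ± 0.13, 14.09 ± 0.15 and 14.02 ± 0.13. The median difference between MLX and Control was -0.061 (adjusted p = 0.00203 from camera, and adjusted p = 0.789 with an estimated correlation). Between MLX and CDX males, 16 proteases were lower and 10 higher in MLX (adjusted p = 0.246). Of 17 genes of insulin and nutrient signalling, 11 were lower in MLX than in CDX males (adjusted p = 0.143), and the receptor of adipokinetic hormone (AkhR) had 9.60 ± 0.27 in CDX and 9.32 ± 0.23 in MLX males. Of 34 glutathione S-transferases, 22 were lower in MLX than in CDX males (adjusted p = 0.0774), and GstD2 had 8.75 ± 1.05 and 7.90 ± 0.58. No member of these 3 lists passed in any comparison, neither over all transcripts (limma) nor adjusted over the list alone. The protease shift was -0.021 (adjusted p = 0.0513) without MLX population 1 and -0.047 (adjusted p = 0.188) without MLX population 3. It was -0.1 without Control population 3 and -0.116 without MLX population 2, and -0.107 without the 6 arrays high in yolk and eggshell genes, a setting added after the values were seen.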

Overrepresented GO terms for “fitness” transcripts (category 4) included ATP-dependent proteolysis (in biological processes), membrane (in cellular components), and peptide hydrolase activity (in molecular functions), which may represent a change in metabolic activity in MLX males. A full list of GO terms can be found in Table S2 in File S1. There was evidence of overrepresentation of genes located on chromosome 4 among these transcripts (χ^2^ = 25.830, df = 3, *P* = 1.035*10^−5^). However chromosome 4 is very gene-poor, so this effect is only a matter of 4 observed genes relative to 0.3 expected genes and is therefore not very informative. 

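Of the transcripts in the order CDX, Control, MLX at an unadjusted p under 0.01, 48 could be placed, and chromosome 4 held 0 of them, where 0.291 would follow from the tested transcripts. The X held 15, among them CG15765, egh, yin and Rbcn-3B, with 7.76 by chance. CG15765 had a log2 expression of 6.28 ± 0.15 (SD, n = 6 arrays) in CDX, 6.47 ± 0.08 in Control, where array 3-1 was apart from the others at 6.62, and 6.61 ± 0.11 in MLX males. Chromosome 2 held 14, with 18.4 by chance, and chromosome 3 held 19, with 21.5 by chance. The chi-square was 8.41 (simulated chi-square p = 0.0557). With population means it was 14.5 (simulated chi-square p = 0.00779), and there chromosome 4 held 2 of 45 placed transcripts, with 0.273 by chance. It was 8.08 (simulated chi-square p = 0.0469) without the dimmest transcripts and 12.1 (simulated chi-square p = 0.0236) with 1 probe set per gene. When chromosome 4 was excluded it was 8.07 (simulated chi-square p = 0.0171). It was 2.89 (simulated chi-square p = 0.355) with independent arrays. With the upper 50% by interquartile range of named genes at 1 probe set each it was 1.23 (simulated chi-square p = 0.573). With population as a fixed effect, added after the values were seen, it was 0.477 (simulated chi-square p = 0.815). The draws behind these p-values take transcripts as independent and exchange no arrays or populations. Over all of chromosome 4, 61 of 82 probe sets were lower in CDX than in Control males, by a median log2 difference of -0.056. A probe set of the transcription factor toy had 7.94 ± 0.07 in Control, 7.78 ± 0.09 in CDX and 7.92 ± 0.11 in MLX males, and a probe set of RhoGAP102A had 6.84 ± 0.06, 6.68 ± 0.13 and 6.83 ± 0.08. In the other direction, a probe set of Rnf11 had 7.88 ± 0.14 in Control and 8.10 ± 0.10 in CDX males. The share of probe sets that were lower was no larger than chance allows (exact permutation p = 0.108 over arrays, 0.3 over populations). The shift of chromosome 4 relative to the other autosomes was -0.061 between CDX and Control (exact permutation p = 0.0152 over arrays). Over populations the exact permutation p was 0.2, where 0.1 is the smallest that 3 against 3 can give, and Control population 1 (-0.020) lay within the range of the CDX populations (-0.056 to -0.0091). Without Control population 3 the shift was -0.048 (exact permutation p = 0.0524 over arrays). The genes egh, yin, Rbcn-3B, toy, RhoGAP102A and Rnf11 are named here after their values were seen.

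**Figure D3:**
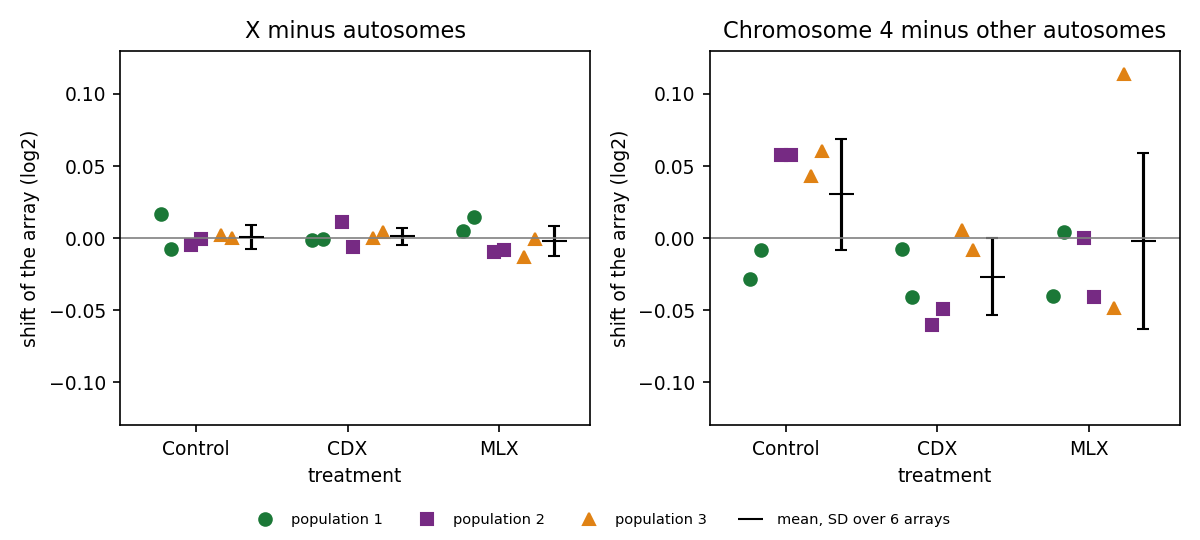
Shift of the X relative to the autosomes and of chromosome 4 relative to the other autosomes (vertical axis, log2, from the mean of all 18 arrays) in each array of the 3 treatments (horizontal axis); symbols stand for the 3 populations of a treatment and bars for the mean and SD over 6 arrays. The highest value for chromosome 4 is 0.11, in MLX array 3-2.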

There was no evidence of skew in chromosomal distribution when chromosome 4 was excluded (χ^2^ = 1.852, df = 3, *P*>0.3). “Fitness” transcripts showed a similar pattern of tissue-specific expression to “MLX transcripts”, and were associated with the accessory gland, ejaculatory duct, head, and carcass. 

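Genes of the accessory gland, taken as 32 measured seminal fluid proteins, were lower in MLX than in Control males for 26 and higher for 6. Acp63F had a log2 expression of 13.79 ± 0.07 (SD, n = 6 arrays) in Control, 13.68 ± 0.14 in CDX and 13.65 ± 0.10 in MLX males. Acp36DE, which acts in sperm storage, had 14.14 ± 0.06, 14.07 ± 0.24 and 14.03 ± 0.14 in the same order, and Sfp24Bb had 13.73 ± 0.31, 13.86 ± 0.14 and 13.43 ± 0.88. As a set their median difference was -0.045 for MLX against Control (adjusted p = 0.143 from camera), -0.071 for CDX against Control (adjusted p = 0.124) and 0.019 for MLX against CDX (adjusted p = 0.996). The last of these had a mean of -0.006, of the opposite sign to its median. Sfp38D, a seminal fluid protein outside that list, had 9.52 ± 0.24 in Control, 9.12 ± 0.34 in CDX and 8.98 ± 0.23 in MLX males. Of 42 genes of the testis and spermatogenesis, 29 were higher in MLX than in Control males (adjusted p = 0.124), and the testis tubulin betaTub85D had 12.72 ± 0.10 and 12.84 ± 0.07. No member of either list passed in any comparison, over all transcripts (limma) or adjusted over the list alone.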

As with “MLX evolution” transcripts, “fitness” transcripts were significantly positively associated with male fitness (*P* = 0.0027) and sexual antagonism (*P* = 0.0056), but did not show any relationship with female fitness (*P*>0.3).

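Of 2188 X-linked probe sets, 1176 were higher and 1012 lower in CDX than in Control males, and 53.7% were thus higher, with a median log2 difference of 0.006. The share was no larger than exchange of the arrays gives (exact permutation p = 0.193 over arrays, and 0.3 over populations). X-linked CG5921 had a log2 expression of 7.46 ± 0.09 (SD, n = 6 arrays) in Control and 7.82 ± 0.14 in CDX males (difference 0.36, adjusted p = 1 from limma), and CG14785 had 8.64 ± 0.16 and 8.92 ± 0.09. The sex bias of each transcript in the Control population is not given in the sources used here, and the X-linked transcripts were not divided by it. With each array centred on its median the share higher in CDX was 48.9%.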

Although the results of the test for direction of change in expression of X-linked transcripts in CDX males compared to Control males was highly significant (χ^2^ = 82.7517, df = 3, *P*-value <2.2*10^−16^), there was no evidence that these transcripts had feminized expression levels in CDX males (Table 2). Instead the data suggest that CDX males had higher expression of X-linked transcripts overall, regardless of whether those transcripts are male-biased or female-biased in the Control population. 

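Among autosomal probe sets 5919 of 11349, or 52.2%, were higher in CDX than in Control males. The shift of the X relative to the autosomes was -0.0001 on the log2 scale between CDX and Control (exact permutation p = 0.985 over arrays, and 0.9 over populations), with -0.003, 0.0024 and 0.0005 in the CDX populations and 0.004, -0.0046 and 0.0007 in the Control populations. It was -0.0023 between MLX and Control (exact permutation p = 0.677) and -0.0037 between MLX and CDX (exact permutation p = 0.426). The last was -0.0098 (exact permutation p = 0.0381) without MLX population 1. Of 8 measured genes of dosage compensation, which raises the output of the male X, 6 were lower and 2 higher in CDX than in Control males (adjusted p = 0.765 from camera), and 0 passed over all transcripts (limma) or adjusted over the list alone. Their mean was lower in Control array 1-1 than in the other Control arrays. The gene msl-2, which is translated in males and not in females, had 7.26 ± 0.07 (SD, n = 6 arrays) in Control and 7.17 ± 0.14 in CDX males.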

Autosomal transcripts showed no sign of feminization of expression in CDX males either (Table S3 in File S1).

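On the autosomes 53.1% of probe sets of each arm of chromosome 2 were higher in CDX than in Control males, 50.2% of those of 3L and 52.8% of those of 3R (exact permutation p from 0.509 to 0.974 over arrays). Transcripts of female tissue were high in some arrays of each treatment. The mean log2 expression of 17 yolk and eggshell genes, which serve egg formation, was 5.68 ± 0.52 (SD, n = 6 arrays) in Control, 6.28 ± 0.69 in CDX and 6.01 ± 0.78 in MLX males. The yolk protein gene Yp1 had 5.89 ± 1.40, 7.26 ± 1.43 and 6.68 ± 1.54 in the same order, and the chorion gene Cp36 had 5.81 ± 1.03, 7.27 ± 1.47 and 6.77 ± 1.64. Of the 17 genes, 16 were higher in CDX than in Control males (median 0.61, adjusted p = 3.15e-15 from camera, and adjusted p = 0.431 with an estimated correlation). For MLX against Control the yolk and eggshell median was 0.26 (adjusted p = 0.000136, and adjusted p = 0.789 with an estimated correlation), and for MLX against CDX it was -0.27 (adjusted p = 0.000111, and adjusted p = 0.789 with an estimated correlation). The mean differed by 1.05 between the arrays of CDX population 1, by 1.69 in population 2 and by 0.81 in population 3, against 0.61 between CDX and Control (exact permutation p = 0.0931 over arrays, and 0.1 over populations, the smallest possible). Of 18 genes of the female germline, 13 were higher in CDX than in Control males (median 0.074, adjusted p = 0.0228, and adjusted p = 0.789 with an estimated correlation), osk with 3.75 ± 0.45 in Control and 4.18 ± 0.55 in CDX males. Without the 6 arrays with the highest yolk and eggshell mean, a choice made after the values were seen, the female germline median was 0.035 (adjusted p = 0.845) and 0 transcripts passed in limma. With the yolk and eggshell mean as a covariate, also chosen after the values were seen, the female germline median was -0.023 (adjusted p = 0.784). That call was also lost without the dimmest transcripts (0.049, adjusted p = 0.242) and without Control population 1 (adjusted p = 0.137), Control population 3 (adjusted p = 0.106), CDX population 1 (0.042, adjusted p = 0.213) or CDX population 3 (adjusted p = 0.0542). No member of either list passed over all transcripts or adjusted over the list alone. The yolk and eggshell call was lost without MLX population 2 for MLX against Control (0.10, adjusted p = 0.208) and without MLX population 1 for MLX against CDX (-0.043, adjusted p = 0.413). These medians were 0.456 without Control population 2 and 0.406 without MLX population 1 in the former, and -0.47 without MLX population 2 in the latter comparison. Without the 6 arrays the yolk and eggshell medians were 0.185 (adjusted p = 5.31e-07), 0.058 (adjusted p = 0.314) and -0.119 (adjusted p = 0.000108) for CDX against Control, MLX against Control and MLX against CDX. These p-values came from camera with the preset correlation. As the 6 arrays were picked by the mean of this same list, they are no test of it.

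**Figure D4:**
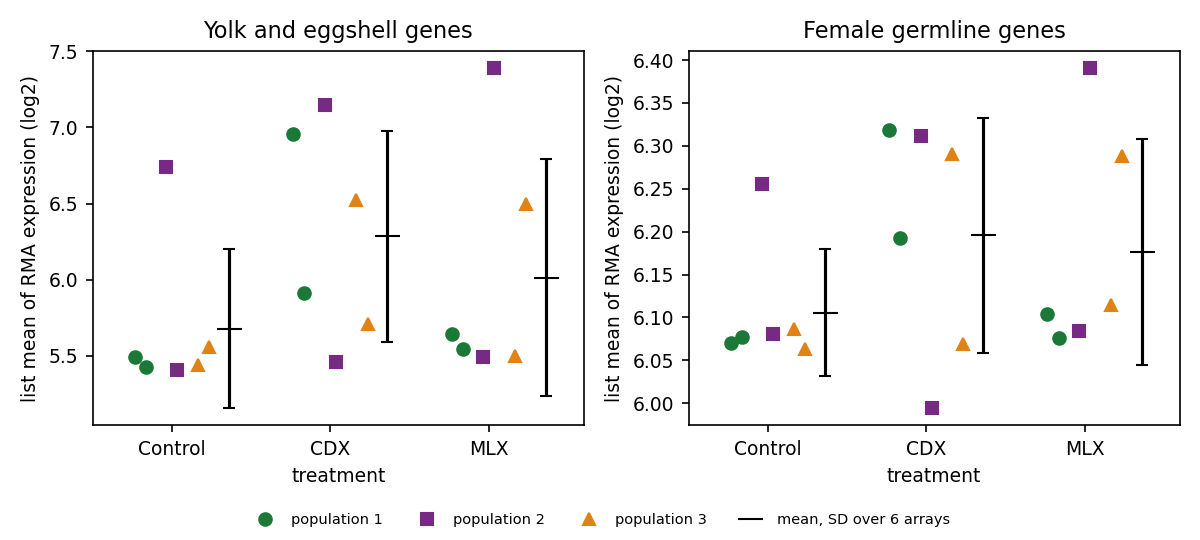
Mean log2 expression (vertical axis) of 17 yolk and eggshell genes and of 18 female germline genes in each array of the 3 treatments (horizontal axis); symbols stand for the 3 populations of a treatment and bars for the mean and SD over 6 arrays. For the yolk and eggshell genes Control array 2-1 stands at 6.74 and MLX array 2-2 at 7.39.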

**Table 2:** Results of test for feminization of X-linked transcripts in CDX males.

	Up-regulated in females		Down-regulated in females	
	Up-regulated in CDX	Down-regulated in CDX	Up-regulated in CDX	Down-regulated in CDX
**Observed**	116.00	69.00	187.00	71.00
**Expected**	110.75	110.75	110.75	110.75

If CDX males (i.e. males with a paternally transmitted X-chromosome, produced by crossing a Control male to a DX female) have feminized X-chromosomes due to imprinting, then the change in expression of X-linked transcripts relative to Control males should be in the same direction as extant sexual dimorphism more often than expected by chance (first and last columns). Rather than being consistent with feminization, the data suggest increased expression of many X-linked transcripts in CDX males, regardless of whether these transcripts are usually male-biased or female-biased (first and third columns). This result is consistent with coevolution between the sex chromosomes (see main text). Note that the total number of transcripts in the analysis is less than the total number of X-linked genes because uninformative transcripts (i.e. those without gene annotation information, or those whose expression was the same across all samples) were filtered out during pre-processing.

## Discussion

Males expressing X-chromosomes that had undergone just one generation of father-son transmission displayed reduced fitness, while those inheriting X-chromosomes that had undergone many generations of MLX evolution showed increased fitness (Figure 3). The difference in fitness between these treatments (approximately 40%) is substantial. The improvement in fitness of MLX relative to control males is consistent with the presence of X-linked polymorphism for sexually-antagonistic alleles in the LHm (base) population. Indeed, the degree of increase in fitness is similar to that seen in the whole-genome male-limited evolution experiments of Rice [43], [46] and Prasad *et al.* [8], despite the fact that only the X-chromosome was limited to males in this experiment. Although a point estimate, it also corroborates the findings of Gibson *et al.* [41] for the predominance of X-linked sexually antagonistic effects in this species. However in contrast to our expectation, expression data suggested that the initial decline in fitness from patrilineal X-chromosome transmission was not related to maladaptive X-linked imprinting effects which were then reversed by adaptation to father-son transmission. This is evidence that resolution of intralocus sexual conflict on short time scales is unlikely to be achieved via genomic imprinting in *Drosophila*. Instead, these data point to deleterious maternal effects that were then cancelled out by MLX evolution (Figure 2). Here we discuss several ways in which epigenetic phenomena could have affected the observed results.

The DX females essential to the MLX evolution protocol carry several phenotypic markers and are less vigorous than wildtype females (J. Abbott, personal observation), so it is unsurprising that this could result in carry-over of deleterious effects to their offspring [47]. There were relatively few transcripts in the simple maternal effects category (Category 1 in Figure 2), which is rather unexpected given the measureable fitness decrease in CDX males. However maternal effects are usually expected to attenuate over time [48], so it could be the case that DX females’ maternal effects mainly influence expression differences in the embryo or larval stages, which we did not measure here. Poor juvenile condition of the sons of DX females would then carry over to the adult stage and cause a reduction in male fitness, without necessarily resulting in substantial difference in expression profiles in the adult male flies. The significant effects seen here of DX females on offspring gene expression also have wider implications. Attached-X genetic constructs are a commonly-used tool in *Drosophila* (e.g. [12], [40], [49]), and these results suggest that such constructs may have larger transgenerational phenotypic effects than has previously been appreciated. As long as the DX construct has consistent effects across all genotypes then qualitative conclusions will be unaffected, but if the effect of the DX varies according to genetic background then is this cause for concern. Unfortunately this is currently unknown, so a formal investigation of the effect of the DX across various genetic backgrounds would be of value. Even for other model organisms more caution is probably warranted when using non-wildtype genetic constructs, rather than simply assuming that such effects will be negligible.

It’s also possible that most deleterious maternal effects were subsequently ameliorated via compensatory evolution in the MLX populations, leading them to end up among the “fitness” transcripts (Category 4 in Figure 2). A more thorough treatment is currently in preparation, where we will discuss male-limited X-chromosome evolution effects in individuals of both sexes that are not subject to deleterious maternal effects of DX females, so we will only briefly deal with this issue here. Previous male-limited (ML) experimental evolution studies across the whole genome found increased male fitness as a result of this ML evolution (reviewed in [49]). MLX evolution is therefore expected to result in increased male fitness–even in the absence of imprinting–via fixation of X-linked male-benefit/female-detriment alleles that normally experience counter-selection in females. Our results are remarkably consistent with this prediction, as we found an increase in fitness in MLX males relative to Control males which seemed to be mediated by an increase in the expression of male-benefit and sexually antagonistic (male-benefit/female-detriment) genes, particularly those associated with metabolism. Because of this, we cannot rule out the possibility that the decrease in fitness seen in CDX males is due to X-linked imprinting, while part of the increase in fitness seen in MLX males is due to MLX evolution which compensates for the maladaptive imprint. However three lines of evidence speak against interpreting the decrease in fitness seen in CDX males as a result of X-chromosome imprinting. Firstly, there were no transcripts that were unambiguously indicative of imprinting effects (Category 2 in Figure 2). Secondly, there was no evidence for feminization of expression patterns of paternally inherited X-chromosomes in CDX (unevolved) males (Table 2). Finally, the proportion adult male offspring of the experimental males (i.e. the Control, CDX, and MLX males used as fathers in the sex ratio assay; Figure S4 in file S1) followed the same pattern as for fitness (Figure 3), yet this pattern cannot be explained by imprinting of the X-chromosome. This is because the male offspring had Control X-chromosomes which they inherited from the Control mothers that were used in the sex ratio assay (see Methods and Figure S2 in file S1). We therefore consider it unlikely that the decrease in fitness in CDX males is due to mis-imprinting of the paternal X-chromosome. This is consistent with previous results which also suggest that although maternal and paternal effects can influence expression levels in *Drosophila* [13], this was in once case determined to be unlikely to be due to imprinting [14]. Although the mechanism in [13] is unknown, one possibility is changes in abundance of transcription factors [14].

There are three other potential explanations for low fitness of CDX males which all relate to the maternal transmission of the Y-chromosome rather than paternal transmission of the X-chromosome: (i) deleterious effects of recombination between the X and the Y as a result of their passage through the DX females, (ii) maternal imprinting of the Y-chromosome, and (iii) sexually antagonistic (SA) zygotic drive. Although it is currently not known whether the X and Y can recombine in females, there is evidence that DX females can imprint the Y-chromosome [50]. If maternally inherited Y-chromosomes are imprinted differently than paternally inherited ones, this could explain the reduced fitness seen in CDX males since the Y-chromosome has extensive regulatory functions [51] and has recently been shown to influence genome-wide imprinting effects [40]. In SA zygotic drive, the sex chromosomes attempt to bias their transmission by harming offspring not carrying the respective chromosome [52]. For example, the compound X-chromosome carried by the DX females is female-limited and could accumulate son-harming genetic variation, resulting in a female-biased sex ratio or reduced fitness of sons. Some evidence for this kind of effect has been presented and interpreted as resulting from imprinting of the Y-chromosome by the X in paternal transmission [12], [36]. Unfortunately we cannot test the latter two hypotheses directly since the Affymetrix chip only contains a handful of Y-linked transcripts, too few for statistical testing, and it is unknown which genes might be associated with SA zygotic drive.

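Probe sets of 7 Y-linked genes were measured, and 0 passed at an adjusted p under 0.05 (limma), 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Pp1-Y2, a protein phosphatase gene, had a log2 expression of 7.70 ± 0.11 (SD, n = 6 arrays) in Control, 7.71 ± 0.09 in CDX and 7.70 ± 0.17 in MLX males. ARY had 7.00 ± 0.10, 6.97 ± 0.10 and 7.04 ± 0.15 in the same order, ORY had 5.73 ± 0.27, 5.57 ± 0.15 and 5.69 ± 0.33, and Ppr-Y had 4.89 ± 0.18, 4.87 ± 0.21 and 4.89 ± 0.13. The dynein genes kl-2, kl-3 and kl-5, which are needed for sperm motility, were dim, with means from 2.89 for a probe set of kl-2 to 4.41 for another of the same gene. As a set the Y-linked genes had an adjusted p of 0.844 for CDX against Control, 0.824 for MLX against Control and 0.954 for MLX against CDX (camera).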

A final intriguing possibility is that at least part of the adaptation resulting from male-limited X-chromosome selection has come about through a coevolutionary interplay between the X- and Y-chromosomes. While long characterized as a minor genomic player–non-recombining, degenerate and with a mere handful of functional loci–recent evidence suggests a major role for the Y-chromosome in determining male fitness. The *D. melanogaster* Y-chromosome is now known to produce genome-wide regulatory effects [50] which have been shown to undergo diversification in isolated laboratory lines derived from a single founder male within several hundred generations [40]. The latter study found marked differences in the modulation of gene expression via altered chromatin states, which was achieved by X-linked rDNA-silencing mediated by the Y-chromosome. The LHm population used here has previously been shown to be polymorphic for Y-chromosomes, with epistatic interactions with other chromosomes having a large impact on male fitness [42]. These observations make it plausible that Y-chromosome composition evolved under male-limited X-chromosome evolution, presumably to optimize male fitness in concert with the evolving X-chromosome population. Coevolution of the X- and Y-chromosomes during male-limited X-chromosome evolution could also explain our sex ratio results (Figure S4 in file S1), where male offspring survival seemed to be determined by the match between the paternal sex chromosomes (Figure S2 in file S1).

The fitness effect of individual Y-chromosomes has been found to be highly non-additive and dependent on the specific genetic background in the LHm population, so it was previously assumed that Y-chromosome polymorphism was maintained mostly via epistasis, non-transitivity, and stochastic effects [42]. However since the evolved X-chromosomes in this study are likely to be enriched for male-benefit sexually antagonistic alleles, our results suggest that Y-chromosome polymorphism in the LHm stock could instead be maintained by sexual antagonism on the X-chromosome. In our experiments, CDX males inherited Y chromosomes that had had the opportunity to evolve in male-limited X populations, along with paternally-transmitted X chromosomes. As Table 2 shows, these males display broad-scale up-regulation of X-linked loci, instead of the feminized X-expression patterns predicted by our imprinting hypothesis. It is conceivable that as male-benefit sexually antagonistic alleles become enriched on the X-chromosome – making the X-chromosome more “masculine” – there is coincident selection for epistatic up-regulatory effects of the Y-chromosome. This is not a far-fetched suggestion, as the Y is highly heterochromatized, polymorphic, and is known to broadly influence gene expression levels [40], [50], [51], [53]. This would suggest that Y-chromosome variants in normal fly populations exist that are favoured in combination with feminized X-chromosomes. Such coevolution would be unique to our experiment, as previous did not allow for coevolution of X and Y chromosomes [8], [43], [46]. Experiments are currently in preparation which will directly address this evolutionary explanation for rapid evolution and diversification of the Y-chromosome.

In summary, we found no clear evidence that male imprinting of the X-chromosome helps to resolve intralocus sexual conflict in *Drosophila melanogaster*. This conclusion must necessarily be considered tentative at this point, since some of our transcript categories could not unambiguously disentangle possible imprinting effects from other sorts of maternal effects or from the response to MLX evolution. The mechanism causing the deleterious maternal effects seen in DX females is also unknown, so it is not impossible that abnormal imprinting of the Y-chromosomes or autosomes by DX females is the proximate cause. The speed of resolution of intralocus sexual conflict has been a matter of some discussion [3], [4], [10], and different mechanisms are likely to work on different time scales. Recombination and fixation of standing genetic variation or sex-specific maternal effects will likely produce the fastest response, while the evolution of sex-specific modifiers or relocation of sexually antagonistic genes to the sex chromosomes should work on longer time scales [3], [4], [10]. Genomic imprinting may therefore act on different time scales in different species depending on the imprinting mechanism and genomic architecture. Changes in the gene pool of Y-chromosomes driven by epistatic interactions or Y-linked imprinting effects may also explain why we could not detect a signal of evolution in specifically X-linked imprinting effects. However our data suggest that the evolution of maternal effects are likely to contribute to the resolution of intralocus sexual conflict, and confirm at the level of the transcriptome that the X-chromosome is a hotspot for sexually antagonistic fitness variation. They also suggest that further study of the potential for coevolution of the X- and Y-chromosomes is warranted, and that caution should be used when interpreting the results of assays which use chromosomal tools such as attached X-chromosomes.

## Supporting Information

File S1 **Tables S1–S3 & Figures S1–S4.**
(DOCX)

# Supplementary material for: Epigenetics and Sex-Specific Fitness: An Experimental Test Using Male-Limited Evolution in Drosophila melanogaster
**Source:** PLoS One. 2013 Jul 29;8(7):e70493. doi: 10.1371/journal.pone.0070493
**Supplement:** File S1 — Tables S1–S3 & Figures S1–S4.

Epigenetics and sex-specific fitness: an experimental test using male-limited evolution in *Drosophila melanogaster,* Supplemental information

Jessica K. Abbott^1,2^, Paolo Innocenti^3^, Adam K. Chippindale^4^, & Edward H. Morrow^5^

Section for Evolutionary Ecology

Lund University

Sölvegatan 37

22362 Lund, Sweden

Evolutionary Biology Centre

Uppsala University

Norbyvägen 18D

SE-75236 Uppsala, Sweden

Queen’s University

Kingston, Ontario, Canada

K7L 3N6

University of Sussex

John Maynard Smith Building

Brighton, UK

BN1 9QG

Table S1: Overrepresented Gene Ontology (GO) terms for “MLX evolution” transcripts (i.e. those that were significantly different in the MLX treatment compared to the CDX and Control treatments).

| Domain | ID | P-value | Odds ratio | Expected count | Observed count | Size | Term |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Biological process | GO:0030241 | 0.000 | 318.167 | 0 | 2 | 3 | Skeletal muscle thick filament assembly |
| Biological process | GO:0031033 | 0.000 | 318.167 | 0 | 2 | 3 | Myosin filament assembly or disassembly |
| Biological process | GO:0031034 | 0.000 | 318.167 | 0 | 2 | 3 | Myosin filament assembly |
| Biological process | GO:0014866 | 0.000 | 106.000 | 0 | 2 | 5 | Skeletal myofibril assembly |
| Biological process | GO:0030239 | 0.003 | 28.848 | 0 | 2 | 13 | Myofibril assembly |
| Cellular component | GO:0005615 | 0.001 | 19.857 | 0 | 3 | 26 | Extracellular space |
| Cellular component | GO:0005576 | 0.002 | 5.286 | 1 | 6 | 197 | Extracellular region |
| Cellular component | GO:0030016 | 0.004 | 26.521 | 0 | 2 | 13 | Myofibril |
| Cellular component | GO:0030017 | 0.004 | 26.521 | 0 | 2 | 13 | Sarcomere |
| Cellular component | GO:0044449 | 0.005 | 22.427 | 0 | 2 | 15 | Contractile fiber part |
| Cellular component | GO:0044421 | 0.007 | 9.057 | 0 | 3 | 53 | Extracellular region part |
| Cellular component | GO:0043292 | 0.007 | 19.424 | 0 | 2 | 17 | Contractile fiber |
| Cellular component | GO:0005778 | 0.007 | Inf | 0 | 1 | 1 | Peroxisomal membrane |
| Cellular component | GO:0016942 | 0.007 | Inf | 0 | 1 | 1 | Insulin-like growth factor binding protein complex |
| Cellular component | GO:0031903 | 0.007 | Inf | 0 | 1 | 1 | Microbody membrane |
| Cellular component | GO:0044438 | 0.007 | Inf | 0 | 1 | 1 | Microbody part |
| Cellular component | GO:0044439 | 0.007 | Inf | 0 | 1 | 1 | Peroxisomal part |
| Molecular function | GO:0004097 | 0.007 | Inf | 0 | 1 | 1 | Catechol oxidase activity |
| Molecular function | GO:0004332 | 0.007 | Inf | 0 | 1 | 1 | Fructose-bisphosphate aldolase activity |
| Molecular function | GO:0004503 | 0.007 | Inf | 0 | 1 | 1 | Monophenol monooxygenase activity |
| Molecular function | GO:0008288 | 0.007 | Inf | 0 | 1 | 1 | Boss receptor activity |
| Molecular function | GO:0016682 | 0.007 | Inf | 0 | 1 | 1 | Oxidoreductase activity, acting on diphenols and related substances as donors, oxygen as acceptor |
| Molecular function | GO:0016716 | 0.007 | Inf | 0 | 1 | 1 | Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, another compound as one donor, and incorporation of one atom of oxygen |

Table S2: Overrepresented Gene Ontology (GO) terms for “fitness” transcripts (i.e. those that were up- or down-regulated in the order CDX-C-MLX).

| Domain | ID | P-value | Odds ratio | Expected count | Observed count | Size | Term |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Biological process | GO:0035202 | 0.005 | Inf | 0 | 1 | 1 | Sac formation, open tracheal system |
| Biological process | GO:0006508 | 0.006 | 5.365 | 1 | 5 | 261 | Proteolysis |
| Biological process | GO:0007174 | 0.009 | 225.059 | 0 | 1 | 2 | Epidermal growth factor ligand processing |
| Biological process | GO:0007176 | 0.009 | 225.059 | 0 | 1 | 2 | Regulation of epidermal growth factor receptor activity |
| Biological process | GO:0007508 | 0.009 | 225.059 | 0 | 1 | 2 | Larval heart development |
| Biological process | GO:0010469 | 0.009 | 225.059 | 0 | 1 | 2 | Regulation of receptor activity |
| Biological process | GO:0035311 | 0.009 | 225.059 | 0 | 1 | 2 | Wing cell fate specification |
| Cellular component | GO:0005792 | 0.001 | 20.993 | 0 | 3 | 41 | Microsome |
| Cellular component | GO:0042598 | 0.001 | 20.993 | 0 | 3 | 41 | Vesicular fraction |
| Cellular component | GO:0016020 | 0.001 | 5.924 | 4 | 10 | 825 | Membrane |
| Cellular component | GO:0005624 | 0.001 | 17.689 | 0 | 3 | 48 | Membrane fraction |
| Cellular component | GO:0000267 | 0.001 | 16.926 | 0 | 3 | 50 | Cell fraction |
| Cellular component | GO:0005626 | 0.001 | 16.926 | 0 | 3 | 50 | Insoluble fraction |
| Molecular function | GO:0004497 | 0.004 | 10.979 | 0 | 3 | 58 | Monooxygenase activity |
| Molecular function | GO:0009055 | 0.005 | 9.724 | 0 | 3 | 65 | Electron carrier activity |
| Molecular function | GO:0020037 | 0.005 | 9.724 | 0 | 3 | 65 | Heme binding |
| Molecular function | GO:0046906 | 0.005 | 9.724 | 0 | 3 | 65 | Tetrapyrrole binding |
| Molecular function | GO:0005332 | 0.006 | Inf | 0 | 1 | 1 | Gamma-aminobutyric acid:sodium symporter activity |
| Molecular function | GO:0008233 | 0.006 | 4.954 | 1 | 5 | 221 | Peptidase activity |

Table S3: Results of test for feminization of autosomal transcripts in CDX males. If CDX males (i.e. males with a paternally transmitted X-chromosome, produced by crossing a Control male to a DX female) have feminized expression of autosomal transcript due to imprinting of the X-chromosome, then the change in expression of autosomal transcripts relative to Control males should be in the same direction as extant sexual dimorphism more often than expected by chance (first and last columns). The transcripts are distributed among the categories significantly non-randomly (χ^2^ = 707.6135, df = 3, *P*-value < 2.2*10^-16^) but the observed pattern is not consistent with feminization, similar to the results from the X-linked transcripts (Table 1 in the main text). Note that the total number of transcripts in the analysis is less than the total number of genes because uninformative transcripts (i.e. those without gene annotation information, or those whose expression was the same across all samples) were filtered out during pre-processing.

|  | Up-regulated in females | | Down-regulated in females | |
| --- | --- | --- | --- | --- |
|  | **Up-regulated in CDX** | **Down-regulated in CDX** | **Up-regulated in CDX** | **Down-regulated in CDX** |
| Observed | 570.00 | 395.00 | 1366.00 | 714.00 |
| Expected | 761.25 | 761.25 | 761.25 | 761.25 |

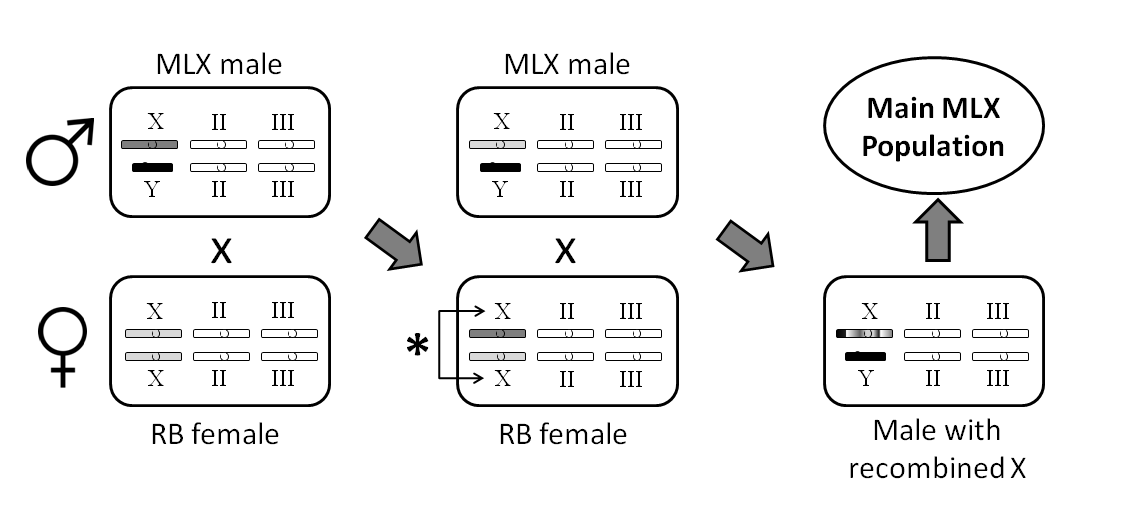

Figure S1: MLX recombination box protocol. An MLX male harvested from the main MLX population is mated to an RB female, producing RB daughters with a paternally inherited ML X-chromosome (dark grey) and a maternally inherited X-chromosome (light grey). These two X-chromosomes are then recombined in the female during egg production (asterisk), resulting in the production of sons with a recombined X-chromosome (marbled grey). This results in a constant inflow of unrecombined X-chromosomes to the RB population, and a constant outflow of recombined X-chromosomes from the RB population back to the main MLX population.

**Production of MLX and CDX males for assays:**

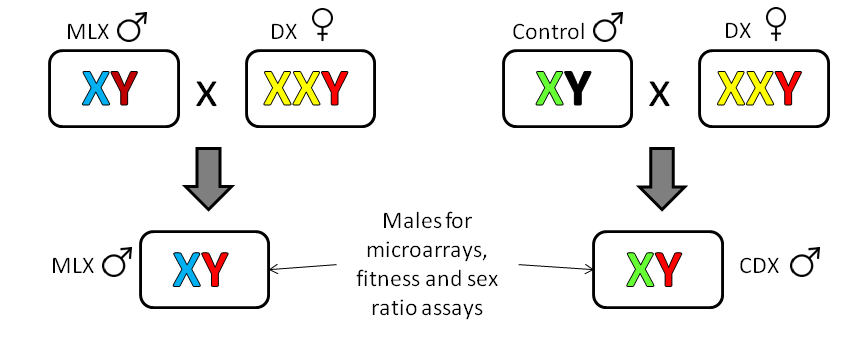

**MLX and CDX sex ratio assays:**

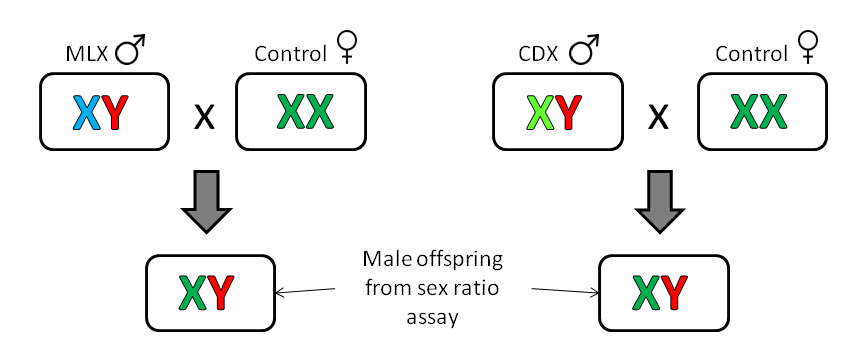

Figure S2: Production of males for MLX and CDX experimental treatments (top) and sex ratio assay protocols (bottom). MLX-derived X-chromosomes are indicated in blue, Control-derived X-chromosomes in shades of green. MLX-derived Y-chromosomes are indicated in shades of red, Control-derived Y-chromosomes in black. The DX construct is indicated in yellow. Note that the differences in offspring sex ratio between MLX and CDX males cannot be due X-linked or Y-linked genetic effects in isolation, since all male offspring have a Control-derived X-chromosome and an MLX-derived Y-chromosome. Rather, it seems that male offspring survival is determined by whether or not the paternal sex chromosomes are mismatched (see Figure S3).

Figure S3: Patterns of significant differences between treatments. The yellow circle (yellow, green, orange, and white areas) represents transcripts that differed significantly between the Control and CDX males. These transcripts are likely to encompass epigenetic effects. The red circle (red, purple, orange, and white areas) represents transcripts that differed significantly between the MLX and CDX males. These transcripts are likely to encompass effects of MLX evolution. The blue circle (blue, purple, green, and white areas) represents transcripts that differed significantly between the Control and MLX treatments. For these transcripts we cannot distinguish between effects of MLX evolution and maternal effects of the DX females. When ignoring the ambiguous blue area, it is clear that effects of MLX evolution (red circle) seem to be more common than epigenetic effects (yellow circle).

Note that for the most part, the various coloured areas correspond well to the expression categories in Figure 2 of the main text. Green = Category 1 (maternal effects of DX females; MLX and CDX significantly different from Control, but not significantly different from each other). Orange = Category 2 (imprinting effects; CDX significantly different from MLX and Control, but no difference between MLX and Control). Purple = Category 3 (effects of MLX evolution; MLX significantly different from both CDX and Control). Red = Category 4 (fitness-related transcripts; rank-order CDX-C-MLX). Yellow = Category 5 (deleterious maternal effects; rank-order CDX-MLX-C). Blue = Category 6 (beneficial maternal effects; rank-order C-CDX-MLX). Of the 6 transcripts in the white area (all differences significant), one was assigned to Category 5 and five to Category 4. Note that five transcripts from Category 5 appear in the blue area rather than in the yellow area. This is because these particular transcripts had a rank-order CDX-MLX-C, but the standard errors for the CDX treatment were large enough that the CDX-MLX and CDX-C comparisons were marginally non-significant, and only the MLX-C comparison significant. This small discrepancy between the two methods of classification of transcripts (Categories vs. pairwise differences) has no effect on our qualitative conclusions since we have treated both groups as types of maternal effects.

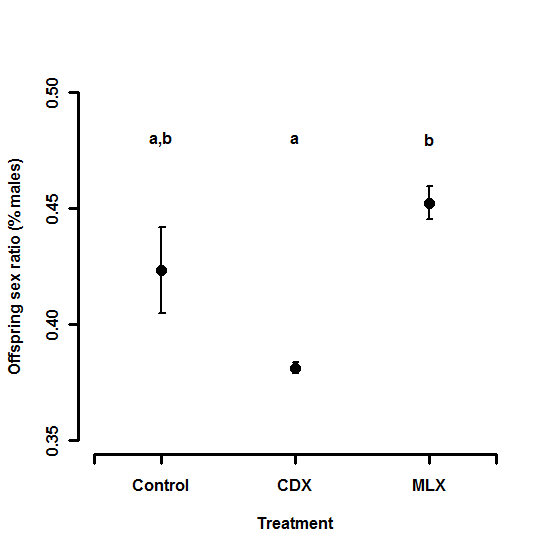

Figure S4: Differences in adult offspring sex ratio according to treatment. MLX males have significantly higher numbers of adult male offspring than CDX males. Note that the slight overall female bias is normal for the LHm source population.

How the deposited data were processed for this re-analysis (not part of the article)

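RNA from whole adult *Drosophila melanogaster* males of 3 treatments (Control, CDX and MLX) was measured on 18 arrays, 6 per treatment and 2 for each of 3 populations within a treatment, after 50 generations. The authors made the deposited log2 values by RMA in the package affy (BioConductor 2.4), whose version is not given in the sources used here, and all 18 arrays and 18952 probe sets were read as deposited. The values show no filter, and the number of arrays, not a depth, limits the precision. The 183 Affymetrix control probe sets were left out of the tests and used for the 3' minus 5' difference of each array. Genes and chromosome arms were taken from RefSeq for the assembly Release 6 plus ISO1 MT, and 13543 probe sets with 1 gene were placed on an arm.
Treatment was a fixed factor in limma 3.58.1 (R 4.3.3), with the 9 populations as a random block through duplicateCorrelation, followed by eBayes with its default settings. The comparisons were CDX minus Control, MLX minus Control and MLX minus CDX, each adjusted by Benjamini-Hochberg over 18769 probe sets, with a threshold of 0.05. A transcript past the threshold in exactly 2 comparisons was placed in category 1 (Control apart), 2 (CDX apart) or 3 (MLX apart). A transcript past it in 1 or in 3 comparisons was placed by the treatment with the middle mean, in category 4 (Control), 5 (MLX) or 6 (CDX).
The genes named were to be those past the threshold with population means that do not overlap, up to 10 on each side per comparison by the size of the difference. As none passed, the same rule was used at an unadjusted p under 0.01, which was chosen after the values were seen, and it gave 60 entries for 51 symbols. Other genes are marked as chosen after their values were seen, apart from the named genes of category 2, all of which are given, and examples of the gene lists. Those examples were also picked with their values in view.
There were 21 gene lists of 7 to 83 measured genes: seminal fluid proteins, ejaculatory duct and bulb, testis, muscle, glycolysis, oxidative phosphorylation and citrate cycle, phenoloxidase and tanning, serine proteases of the gut, cytochrome P450s, glutathione S-transferases, antimicrobial peptides, Turandot and heat shock, phototransduction, odorant and pheromone binding proteins, yolk and eggshell, female germline, dosage compensation, Y-linked genes, insulin and nutrient signalling, fat body and haemolymph, and small RNA factors. The lists were tested on the 9 population means in camera (limma) with a preset correlation of 0.01, then with an estimated correlation and in fry, with Benjamini-Hochberg adjustment over 63 tests. Genes of a list that were higher or lower were counted by the probe set of each gene with the largest mean.
Shares and shifts of chromosomes were tested by two-sided exact permutation over 924 arrangements of 12 arrays and 20 arrangements of 6 populations. The distribution of transcripts over chromosomes was tested by a chi-square with 100000 random draws of transcripts, which take transcripts as independent. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The fit was tested on simulated data with the spread of these arrays and the correlation between arrays of a population. Of 50 transcripts changed by a log2 difference of 0.5 in MLX males, 46 were recovered, and 49 of 50 at a difference of 1. Among the unchanged transcripts 1 was called between CDX and Control, 13 between MLX and Control and 10 between MLX and CDX. The simulated transcripts varied independently of each other, whereas 19.7% of the variance between the real arrays within treatments lay on 1 axis. In the deposited values CG3603, at a difference of 0.50 between MLX and CDX, had an adjusted p of 0.353 from limma. The recovery on simulated data therefore cannot be carried over to the 0 calls.
The alternatives were population means, arrays as independent samples, a mixed model per transcript, a joint adjustment, median centring, repeated quantile normalization, filters to named genes, to the upper 50% by interquartile range of named genes at 1 probe set each, and on signal, robust moderation, blocks by population or array number, each population left out in turn, a moderated F test, another rule for the categories, the mean in place of the median, and 1 probe set per gene. Settings added after the values were seen were the removal of the 6 arrays with the highest yolk and eggshell mean, that mean or the 3' minus 5' difference as a covariate, population as a fixed effect with and without the filter by interquartile range, and the unadjusted threshold. Gene Ontology terms, tissue atlases, fitness associations and the sex bias of transcripts were not used here.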

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

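The tests on the yolk and eggshell genes, the test of the spread between populations on chromosome 4, the muscle tests with a covariate and a population left out, and the reading of the muscle shares against 33.3% alone, were chosen only after the result was seen.

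In 13 of 225 groups of 6 arrays, 1 array stood far from the others, where chance gives about 1 in 20, or 11. In Control males these were array 2-1 with a yolk and eggshell mean of 6.737 (others 5.409 to 5.555) and a female germline mean of 6.256 (6.063 to 6.086), and array 1-1 with a dosage compensation mean of 7.135 (7.294 to 7.354). Among named genes they were Tet in Control array 1-1 at 6.473 (5.463 to 5.84), CG15765 in Control array 3-1 at 6.624 (6.406 to 6.473), and CG16898 at 8.47 (7.682 to 7.893) and Dr at 7.29 (7.801 to 8.049) in Control array 2-2. In CDX males, array 3-2 had an odorant and pheromone binding mean of 7.813 (7.732 to 7.755), CG3635 at 6.099 (6.416 to 6.567) and CG9259 at 12.284 (11.575 to 11.762), and array 2-1 had CG17177 at 4.405 (5.874 to 6.529). In MLX males, array 3-2 had a chromosome 4 shift of 0.1142 (-0.0487 to 0.004) and array 2-1 had Sox100B at 5.688 (5.15 to 5.328). The paper does not report on yolk and eggshell genes, whose mean exceeded that of every Control array in CDX array 1-1 (6.957), CDX array 2-1 (7.149) and MLX array 2-2 (7.392).

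Yolk and eggshell transcripts were high in single arrays of males, while the other array of the same population was often low. The median difference between the arrays of a CDX population was 1.049, larger than the difference of 0.607 between CDX and Control, which argues against treatment as the only source. Yolk protein genes of the fat body did not vary alone, as chorion and vitelline membrane genes went with them over the 9 populations (Pearson's r = 0.966, exact permutation p = 4.68e-05, Spearman's rho = 0.967, exact permutation p = 0.000165, and r = 0.944 without the 2 farthest populations). RNA from female tissue in single samples may be the source, since the differences of the female germline list went with those of the yolk and eggshell list (of which vas is also a small RNA factor, r = 0.975, exact permutation p = 7.16e-05, rho = 0.933, exact permutation p = 0.00075, and r = 0.933 without the 2 farthest), with Yp1 reaching a mean of 7.26 in CDX males. Outside the measured members of both lists 15 transcripts followed with r over 0.9 (median 7 after permutation, as many in 13 of 100). Among them were the ovary and egg genes dhd (6.38 to 8.86 over arrays), yellow-g, yellow-g2, Pxt and mtrm, picked for this r. Another was nanos, which the female germline list held under its older symbol nos but which was not matched to its probe set. It is therefore no gene from outside that list. A difference between the males themselves stays untested.

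Muscle transcripts were higher in MLX than in CDX males by a median of 0.054 (adjusted p = 0.000328 from camera, and adjusted p = 0.37 with an estimated correlation). With the yolk and eggshell mean as a covariate 81.5% of this median was kept (35.3% to 122% over resampled genes, 45.7% to 86.2% with each population left out), and with the 3' minus 5' difference 76.5% was kept (45.1% to 130%, and 75% to 116%). Each lies above the 33.3% under which it was to fall if the covariate were the cause. The female germline between CDX and Control moved from 0.074 to -0.023 with the former covariate. Oxidative phosphorylation between MLX and Control moved from 0.069 to -0.001 with the latter. The intervals over resampled genes cover the choice of genes, which vary together within arrays. They do not cover the error of a slope fitted on 9 population means. Whether female tissue or RNA quality is the whole source therefore stays undecided. The muscle call stayed past the threshold (adjusted p = 0.0268 and 0.0306), but not without CDX population 1 (0.076 and 0.433), MLX population 1 (0.0789 and 0.0713) or MLX population 2 (0.605 and 0.068), nor without CDX population 3 (0.0699) with the former or Control population 3 (0.117) or CDX population 2 (0.0758) with the latter covariate. A part from either stays open, since the intervals reach below the 66.7% set for the opposite case and the mean over the probe sets fell from 0.065 to 0.047 and 0.033, and the effect of MLX evolution itself stays open and untested.

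Chromosome 4 transcripts were lower in CDX than in Control males by a median of -0.056. Signal level is argued against, since 95% of 10000 random autosomal sets of like signal had medians from -0.014 to 0.02, the lowest being -0.032. The shift relative to the other autosomes had an exact permutation p of 0.0152 over arrays but 0.2 over populations, where 0.1 is the smallest possible. Spread between populations and a difference between treatments cannot be told apart, since Control population 1 (-0.02) lay among the CDX populations.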

How the results depend on the processing

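The tests chosen only after the result was seen were those with an unadjusted threshold, population as a fixed effect, the yolk and eggshell or 3' minus 5' covariates, and without 6 arrays. At an unadjusted p under 0.01 there were 78 transcripts between CDX and Control, 174 between MLX and Control and 85 between MLX and CDX, 295 in all, with 16, 6, 20, 59, 56 and 138 in categories 1 to 6, a looser threshold by construction. With population as a fixed effect, which leaves only the spread between the arrays of a population as error, there were 33 between MLX and Control and 21 between MLX and CDX, 50 in all, with 4, 17 and 29 in categories 3, 4 and 6. With only the upper 50% by interquartile range of named genes at 1 probe set each in that fit there were 62, 16 and 71, with 7, 10, 1 and 53 in categories 3 to 6. Arrays as independent samples gave 1 transcript between MLX and CDX, in category 4. With each population left out in turn, counts ranged from 0 to 4 between MLX and Control, from 0 to 1 between MLX and CDX, from 0 to 4 in all, from 0 to 1 in category 4 and from 0 to 4 in category 6. They stayed at 0 between CDX and Control and in categories 1, 2, 3 and 5. The other planned settings gave 0 transcripts. The number of list calls was 12, and it was 12 with a replicate block by population number (all 12 kept), 11 without the dimmest transcripts (10 of the 12 kept), 11 with median centring (11 kept), 0 with an estimated correlation, 0 in fry, 20 with the 3' minus 5' covariate (10 kept), 15 with the yolk and eggshell covariate (6 kept, while the 3 calls of the yolk and eggshell list itself cannot be judged there, as the covariate sets its mean difference to 0, with medians of -0.009, 0.011 and 0.043 for CDX against Control, MLX against Control and MLX against CDX), 15 without the 6 arrays (9 kept) and 9 to 21 with each population left out (21 without CDX population 1, 11 kept; 12 without MLX population 1, 7 kept; 9 without MLX population 3, 8 kept). Without the 6 arrays the calls of the yolk and eggshell list cannot be judged either, as its mean picked those arrays. Apart from that list, reversed medians of called lists were those of the female germline between CDX and Control (-0.023) with the yolk and eggshell covariate, and of oxidative phosphorylation between MLX and Control (-0.001) with the 3' minus 5' covariate. With median centring the share higher in CDX was 48.9% on the X and 47.4% on the autosomes, and with each population left out it ranged from 50.0% to 55.3% and from 48.2% to 53.4%. The X shift then ranged from -0.0015 to 0.0019 between CDX and Control, from -0.0082 to 0.0011 between MLX and Control and from -0.0098 to 0.0002 between MLX and CDX, and the chromosome 4 shift from -0.0867 to -0.0476. The chi-square of category 3 at an unadjusted p under 0.01 was 9.26, and 10.8 with independent arrays. That was the 1 of 7 alternatives with a simulated chi-square p under 0.05. For category 4 the chi-square was 8.41. The simulated p was under 0.05 with population means (14.5), without the dimmest transcripts (8.08), with 1 probe set per gene (12.1) and without chromosome 4 (8.07). It was not with independent arrays (2.89, simulated chi-square p = 0.355). Nor was it with the upper 50% by interquartile range of named genes at 1 probe set each (1.23, simulated chi-square p = 0.573). With population as a fixed effect the chi-square was 0.477 (simulated chi-square p = 0.815). The planned test on transcripts past the adjusted threshold gave no value, as there were 0. For the differences named the cause was not tested, apart from the thresholds and error terms above.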

Differences from the paper's values

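For the measures below, the unadjusted threshold and population as a fixed effect were tests chosen only after the result was seen. The paper gives 141 transcripts that differ between at least 2 treatments, and 0 were found here at the same adjusted threshold. None of the 22 alternatives set before the data were examined came within 1.5 times of the paper's value, the highest giving 4. The paper gives 30 transcripts for categories 1, 5 and 6 together, and 0 were found here, with at most 4 in the 22 alternatives. With population as a fixed effect, a setting chosen after seeing the values, there were 29, all in category 6 with 0 in categories 1 and 5, and 50 differed between at least 2 treatments against the paper's 141. How many of the paper's called transcripts it drops could not be counted, as the paper's text names none by symbol.

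In Figure 2 the paper's number for category 1 is about 6, read by eye, and here it is 0. The paper's number for category 3 is about 61 in Figure 2, read by eye, and here it is 0. For category 4 it is about 50 in Figure 2, read by eye, and here it is 0. For category 5 it is about 6 in Figure 2, read by eye, and here it is 0. For category 6 it is about 18 in Figure 2, read by eye, and here it is 0. None of the 22 alternatives set before the data were examined came within 1.5 times of these, the highest being 1 in category 4 and 4 in category 6. At an unadjusted p under 0.01, chosen after seeing the values and looser than the paper's adjusted threshold, category 4 held 59 transcripts, and how many of the paper's called ones it drops could not be counted. Category 2 held 0 here, as did every category, since no transcript passed in any comparison. The paper's number is 0 as well, but this likeness was fixed by the lack of calls and carries no weight.

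The paper states that categories 3 and 4 hold the most transcripts, whereas at that unadjusted threshold category 6 held 138, category 4 59, category 5 56 and category 3 20. These counts rest on 78, 174 and 85 transcripts in the 3 comparisons, where chance gives 188 in each. The paper reports an excess of chromosome 4 among category 4 transcripts, which it holds to be of little information as that chromosome has few genes. Without that chromosome it found no evidence of a skew. Here chromosome 4 held 0 of 48 placed transcripts of category 4 at the unadjusted threshold, and the chi-square without it was 8.07 (simulated chi-square p = 0.0171). With population means chromosome 4 held 2 of 45 placed transcripts against 0.273 by chance (chi-square 14.5, simulated chi-square p = 0.00779). That excess rests on 2 transcripts at a threshold looser than the paper's. These p-values take transcripts as independent. The paper states that X-linked transcripts were broadly higher in CDX males. Its supplementary counts for autosomal transcripts also hold more that rose than fell in CDX males, in both sex-bias groups. Here 53.7% of X-linked and 52.2% of autosomal probe sets were higher, and the shift of the X relative to the autosomes was -0.0001 (exact permutation p = 0.985). The sets are unlike, as the paper's test took fewer, annotated transcripts divided by sex bias, while all 2188 X-linked and 11349 autosomal placed probe sets were taken here. For the paper's muscle terms in category 3, muscle genes were higher in MLX than in CDX males for 25 of 28 here and higher than in Control males for 21 of 28, with an adjusted p of 0.000328 and 0.0483 from camera with the preset correlation, and 0.37 and 0.596 with an estimated correlation.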

Other observations

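The tests on counts of transcripts in other splits of the populations were chosen only after the result was seen. Of 15 genes of antimicrobial peptides and recognition, which act in the immune response, 13 were higher in CDX than in Control males (median 0.050, adjusted p = 0.11 from camera) and 13 in MLX than in Control males (0.083, adjusted p = 0.0824), and 0 passed over all transcripts (limma) or adjusted over the list alone. Of 9 Turandot and heat shock genes, which respond to stress, 6 were lower in MLX than in Control males (-0.073, adjusted p = 0.553). Adjusted over the list alone, the small heat shock gene Hsp26 was higher in MLX males (10.36 ± 0.11, SD, n = 6 arrays) than in Control males (10.17 ± 0.07). TotB, which was dim, passed in the same way and was lower in MLX (3.74 ± 0.13) than in Control males (3.92 ± 0.05). Over all transcripts 0 of these genes passed. Of 14 factors of the small RNAs that silence transposable elements, 8 were higher in MLX than in Control males (0.049, adjusted p = 0.171). Among them aub, a Piwi protein of the germline, had 5.92 ± 0.09 in Control and 6.23 ± 0.13 in MLX males and passed adjusted over the list alone, but not over all transcripts (adjusted p = 0.471).

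Within treatments, 19.7% of the variance between arrays lay on 1 axis. Along it 93.8% of seminal fluid, 91.1% of testis and 93.3% of small RNA transcripts went one way, against 3.85% of those of oxidative phosphorylation and 10% of those of glycolysis. CG30427, the named gene with the largest weight on this axis, ranged from 7.44 to 11.02 over the arrays in the first direction. In the other, the stress gene TotC ranged from 7.61 to 11.14, the flight muscle gene fln from 8.29 to 10.22 and the prophenoloxidase PPO1 from 6.94 to 8.90. These genes were chosen after their values were seen. The 6 arrays of Control population 1, CDX population 2 and MLX population 1 all had negative scores (-0.40 to -0.06), and those of Control population 3, CDX population 1 and MLX population 3 positive ones (0.10 to 0.42).

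Other splits of the 9 populations into groups of 3 were tested for counts as large as those of the treatments. For 2 treatments there are 10 splits, too few for a share under 0.05. The real count of transcripts was 0 in each comparison, which any split reaches (10 of 10) whatever the grouping, so that it tests nothing, and the highest other was 1 for CDX and Control, 2 for MLX and Control and 1 for MLX and CDX. For the gene lists the real counts were 3, 5 and 4, reached by 7, 6 and 7 of the 10 splits, with 10, 8 and 9 as the highest other. Over all treatments, 100 of 280 splits were drawn. The real 12 list calls were reached by 87 of 100 splits, the highest other being 28, so chance is not excluded for them. The real 0 transcripts are reached by any split (100 of 100), which tests nothing, and the highest other was 1200. The split with 1200 transcripts set Control 1, CDX 2 and MLX 1 against Control 2, CDX 3 and MLX 2 and against Control 3, CDX 1 and MLX 3, each group holding 1 population of every treatment, with Control and MLX populations of the same number together in all 3 groups. Its first and last groups are the populations at the negative and positive ends of the axis above, so it follows variation within each treatment, and a link between populations of different treatments was not tested. Of 9 pairs of populations with the same number 5 had a correlation over 0.1 (-0.137 to 0.384), and 7 of 9 populations correlated most with one of their own number, but none of the CDX populations stood with its own number in the split, and a replicate block by number left the list calls at 12 and the transcripts at 0. The paper describes MLX and Control populations begun together, and states that those of 1 treatment should be no closer kin than those of different treatments. CDX males were not such a population but sons of Control males and DX females. They thus share parentage with Control populations through their fathers. On the mother's side the paper gives them Y chromosomes that could evolve in male-limited X populations, a link with MLX males. What the numbers stand for otherwise is not given in the sources used here.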
